# Evolution of histone 2A for chromatin compaction in eukaryotes

**DOI:** 10.7554/eLife.02792

**Published:** 2014-06-17

**Authors:** Benjamin R Macadangdang, Amit Oberai, Tanya Spektor, Oscar A Campos, Fang Sheng, Michael F Carey, Maria Vogelauer, Siavash K Kurdistani

**Keywords:** evolution, chromatin, arginine, human, *S. cerevisiae*, Xenopus

## Abstract

During eukaryotic evolution, genome size has increased disproportionately to nuclear volume, necessitating greater degrees of chromatin compaction in higher eukaryotes, which have evolved several mechanisms for genome compaction. However, it is unknown whether histones themselves have evolved to regulate chromatin compaction. Analysis of histone sequences from 160 eukaryotes revealed that the H2A N-terminus has systematically acquired arginines as genomes expanded. Insertion of arginines into their evolutionarily conserved position in H2A of a small-genome organism increased linear compaction by as much as 40%, while their absence markedly diminished compaction in cells with large genomes. This effect was recapitulated in vitro with nucleosomal arrays using unmodified histones, indicating that the H2A N-terminus directly modulates the chromatin fiber likely through intra- and inter-nucleosomal arginine–DNA contacts to enable tighter nucleosomal packing. Our findings reveal a novel evolutionary mechanism for regulation of chromatin compaction and may explain the frequent mutations of the H2A N-terminus in cancer.

**DOI:** http://dx.doi.org/10.7554/eLife.02792.001

## eLife digest

There are up to three meters of DNA in a human cell. To fit this length into the cell's nucleus in an organized manner, DNA is wrapped around proteins called histones and then tightly packaged to form a structure called chromatin. The interaction between the histones and the DNA is helped by certain amino acids on the surface of the histones fitting snugly into the DNA molecule.

Plants and animals have genomes that are significantly larger than those of single-celled organisms. However, although genome size has increased gradually during the evolution of complex organisms, the size of the nucleus has not undergone a similar expansion. Large genomes are therefore packaged more tightly than small genomes. However, we do not fully understand how different species evolved the ability to do this.

Now Macadangdang, Oberai, Spektor et al. have compared the histones of 160 species ranging from single-celled microorganisms to plants and animals. This revealed that the amino acids in a particular type of histone—histone 2A—vary according to genome size. Organisms with small genomes use histone 2A proteins with fewer arginine amino acids on their surface than organisms with large genomes.

Further experiments showed that yeast cells engineered to contain arginine-rich histones wind their DNA more tightly; and, in some cases when the chromatin was more compacted, the nuclei were also smaller. On the other hand, removing arginines from histones in human cells cause the chromatin to be loosely packed and the nuclei to be larger than normal. Moreover, chromatin is often abnormally packed in cancer cells and Macadangdang et al. found that many of these cells contained histones with fewer arginines than normal.

Plants, animals, and other eukaryotes have evolved a variety of mechanisms to control how much they compact their chromatin in addition to the way discovered by Macadangdang et al. Future work is now needed to determine how these different mechanisms work together in different species such that the chromatin is compacted to the optimal level.

**DOI:** http://dx.doi.org/10.7554/eLife.02792.002

## Introduction

Genome size, defined as the haploid DNA content of a cell, has increased as eukaryotes evolved from single-cell species to more complex, multicellular organisms. Within the same evolutionary timeframe, nuclear volume has also increased but at a slower rate than genome size expansion (Maul and Deaven, 1977; Olmo, 1982). While the ratio of nuclear to cell size has remained essentially constant in eukaryotes (Cavalier-Smith, 2005), the disproportional increase in genome size relative to the nuclear volume has required organisms with larger genomes to compact their chromatin to greater extents than organisms with small sized genomes. Indeed there is a positive correlation between genome size and native chromatin compaction as measured by dye incorporation into chromatin (Vinogradov, 2005). In most eukaryotes, the genome is organized into chromatin by the repeating nucleosomal structure (Luger et al., 1997). The nucleosomes stack and fold into higher order structures, serving to systematically compact the genome (Lieberman-Aiden et al., 2009; Duan et al., 2010) and to regulate molecular processes that are based on DNA (Celeste et al., 2002; Vogelauer et al., 2002; Fischle et al., 2005; Kouzarides, 2007; Fussner et al., 2011).

The surface of the histone octamer has 14 DNA interaction sites. Each interaction is mediated by an arginine residue that intercalates into the minor groove of the DNA to stabilize the nucleosomal structure (Luger et al., 1997; West et al., 2010). Arginine is the most commonly used amino acid for interaction with DNA due to its positive charge and the lower energetic cost compared to lysine for displacing water when intercalating into the minor groove (Rohs et al., 2009). Nucleosomes mediate chromatin compaction through a variety of mechanisms. For instance, nucleosomes form higher order structures through inter-nucleosomal contacts between the histone H4 N-terminal domain (NTD) and the acidic patch of H2A and between two H2B C-terminal domains (CTD) (Luger et al., 1997; Dorigo et al., 2003, 2004; Gordon et al., 2005; Schalch et al., 2005). Histone variants, such as H2A.Z or H2A.Bbd, as well as post-translational modifications of histones, such as H4K16ac, can further regulate the degree of compaction (Suto et al., 2000; Bao et al., 2004; Shogren-Knaak et al., 2006; Zhou et al., 2007; Chandrasekharan et al., 2009; Kim et al., 2009; Fierz et al., 2011). Polycomb complexes compact large domains of chromatin (Eskeland et al., 2010) and are important for proper development. Histones of the H1 family promote additional compaction by binding between nucleosomes to linker DNA near the DNA entry/exit site on nucleosomes and stabilize the intrinsic ability of nucleosomal arrays to fold in vitro (Carruthers et al., 1998; Robinson et al., 2008; Szerlong and Hansen, 2010). Linker histones may affect chromatin compaction globally (Fan et al., 2005), at specific stages of the cell cycle such as mitosis (Maresca et al., 2005) or at specific regions of the genome (Li et al., 2012). In contrast to canonical histones, the linker histones are much less conserved (Caterino and Hayes, 2010), and ectopic expression of human linker histones in the budding yeast even at low levels is lethal for the cell (Miloshev et al., 1994). Finally, structural proteins such as condensin also contribute to chromatin condensation (Tada et al., 2011). Many of these modulatory mechanisms are dynamic in nature (Luger et al., 2012) and may help explain why multicellular organisms can compact chromatin to different degrees in different cell types. However, despite the existence of these mechanisms for genome compaction in higher eukaryotes, it has not been known whether the canonical histones themselves have evolved sequence features that also contribute to the generally increased chromatin compaction observed in organisms with larger genomes.

In this study, we provide evidence from analysis of 160 fully-sequenced eukaryotic genomes that arginine (R) residues at specific positions in the N-terminal tail of histone H2A—which protrudes from the nucleosome on the opposite side of DNA entry/exit site—have co-evolved with increasing genome size with a concomitant decrease in serines/threonines. Although increases in genome size are associated with phylogenetic evolution from protozoa to fungi to more complex plants and animals, we present genetic and molecular evidence from the budding yeast and human cells as well as in vitro biochemical data to demonstrate that the evolutionary changes in H2A directly regulate chromatin compaction in vivo and in vitro with consequences for the nuclear volume. The evolutionary changes in H2A regulate chromatin compaction in yeast and human cells, revealing a surprising flexibility in the dynamics of the chromatin fiber that has been conserved across distant eukaryotes. This previously unrecognized structural feature of the nucleosome has evolved to enable greater chromatin compaction when genome size is disproportionately larger than the nuclear volume. Our findings also suggest that the reported mutations in the histone H2A NTD may contribute to the altered chromatin compaction that is commonly observed in cancer cells (Zink et al., 2004).

## Results

### H2A acquires specifically positioned arginines as genome size increases

To determine whether specific residues in the four core histones have co-evolved with increasing genome size, we performed residue composition analysis of canonical histone protein sequences from 160 fully sequenced eukaryotes with genome sizes ranging from 8 to 5600 Mbp encompassing protozoa, fungi, plants, and animals. The canonical histone proteins for each organism were defined based on at least 90% overlap and 35% identity with the histone fold domain of the corresponding human sequence (‘Materials and methods’). Each organism was categorized as having a small (<100 Mbp), medium (100–1000 Mbp), or large (>1000 Mbp) genome (Figure 1—figure supplement 1A). Of the canonical histones, the H2A NTD showed the most statistically significant variability in amino acid residues, where the number of arginines increased with increasing genome size (Figure 1A), while the number of serines (S) and threonines (T) decreased (Figure 1B). Other amino acid residues in the H2A NTD, including lysines (K), did not correlate with genome size (Figure 1—figure supplement 1B).

**Figure 1.**
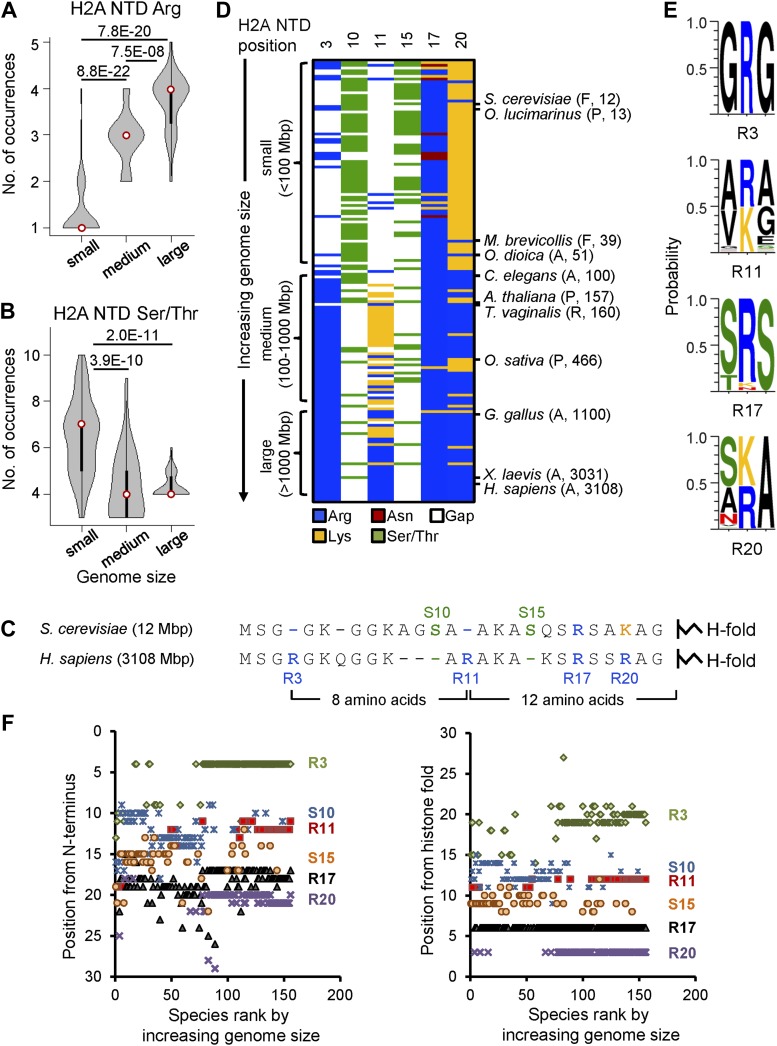
Histone H2A N-terminal sequence has co-evolved with genome size. Violin plots of the number of (**A**) arginines or (**B**) serines/threonines in the H2A NTD for species with small, medium, and large genomes. Plot widths correspond to species frequency within each group. (**C**) H2A NTD sequences for *S. cerevisiae* and *H. sapiens*. (**D**) Heat map of H2A NTD residue composition at the indicated positions ordered by genome size. Example species are shown with kingdom and genome size information. (**E**) Protein sequence motifs surrounding the four H2A NTD arginine residues. (**F**) Positioning of evolutionarily variable residues relative to the H2A N-terminus (left) or histone fold (right). See also Figure 1—figure supplements 1 and 2. **DOI:** http://dx.doi.org/10.7554/eLife.02792.003 10.7554/eLife.02792.004Figure 1—source data 1.H2A multiple sequence alignments, heat map data, and canonical H2A isoforms.**DOI:** http://dx.doi.org/10.7554/eLife.02792.004

**Figure 1—figure supplement 1.**
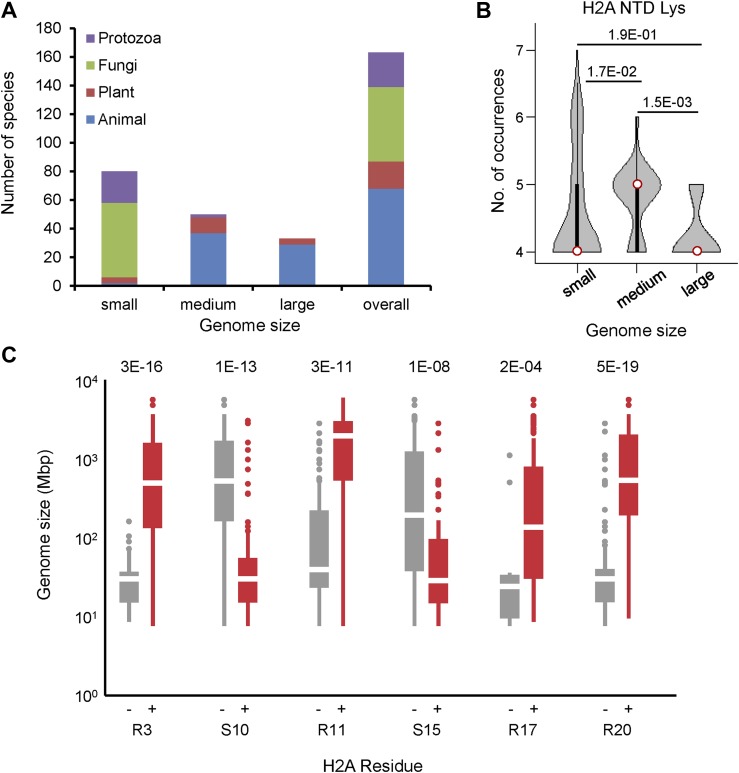
Phylogenetic distribution of species analyzed in this paper. (**A**) The bar graph indicates the number and proportion of organisms in our data set that belong to the indicated phylogenetic kingdoms for each genome size category. (**B**) Violin plots of the number of lysines in the H2A NTD grouped by genome size as in Figure 1. (**C**) Boxplot of genome sizes of the organisms which have an H2A without (left) or with (right) the indicated residue. p-values (Mann–Whitney U test) of the difference in means between the absence or presence of the indicated residue are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.02792.005

**Figure 1—figure supplement 2.**
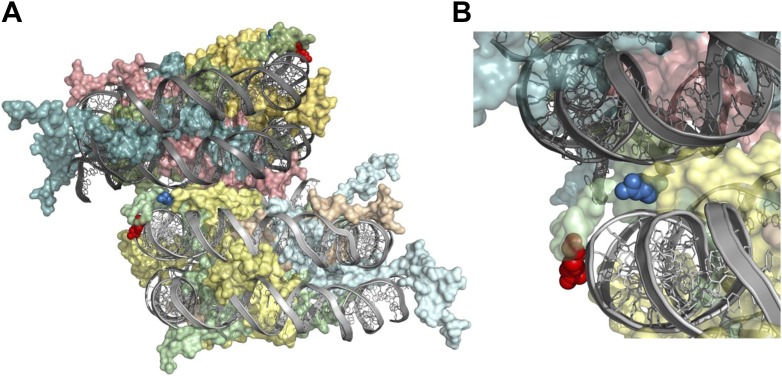
H2A arginines 3 and 11 are situated adjacent to DNA within the nucleosome. Structure of a di-nucleosome obtained from the crystal lattice of a mono-nucleosome structure is shown from (**A**) the side or (**B**) close up highlighting potential intra- and inter-nucleosomal interactions between arginines and DNA backbones. Green is H2A, yellow is H2B, cyan is H3, and salmon is H4. The red and blue spheres are R3 and R11, respectively, both of which are in chain C (Davey et al., 2002). **DOI:** http://dx.doi.org/10.7554/eLife.02792.006

The acquisition of arginines and loss of serines/threonines in the H2A NTD with increasing genome size occur at specific positions and in sequential order. For instance, the human H2A NTD contains arginine residues at positions 3 and 11 that are absent in yeast and at position 20 which is correspondingly a lysine in yeast (Figure 1C). In contrast, the human sequence lacks S10 and S15 that are observed in the yeast H2A NTD (Figure 1C). Alignment of all H2A NTD sequences also revealed similar trends across all eukaryotes studied here. The heat map in Figure 1D shows the occurrence of arginines and serines/threonines in the H2A NTD as a function of genome size (see Figure 1—source data 1 for raw data and Figure 1—figure supplement 1C for statistical analysis). At position 3, an arginine (R3) is predominantly present in medium and large species but is lacking in small species. At position 11, a lysine (K11) is observed in species with medium genomes that evolves to an arginine (R11) mainly in organisms with large genomes. R17 is present in most organisms examined, suggesting a very conserved function for this residue (Zheng et al., 2010). At position 20, small genomes contain predominantly a lysine residue, which converts to arginine in medium and large genomes. In contrast, serines/threonines at positions 10 and 15 are found primarily in organisms with small genomes and much less so in organisms with medium and large genomes (Figure 1D). Additionally, each of the four H2A NTD arginines is surrounded by a conserved motif (Figure 1E). The residues surrounding R3 and R17 are mainly glycine and serine, respectively. At position 11, the motif varies based on genome size. Species with medium-sized genomes contain VKG and those with large genomes contain ARA. The same is true of position 20, where AKA is present in organisms with small genomes and (S/T)RA in larger genome species (Figure 1E).

Interestingly, except for R3, the positions of all the other evolutionarily varying residues in the H2A NTD are strongly conserved relative to the histone fold domain and not the N-terminus (Figure 1F). When counting conventionally from the N-terminus, amino acids R11, R17, and R20—which are numbered based on the human sequence—were not observed consistently at the same positions in other organisms. However, these residues are respectively 12, 6, and 3 amino acids away from the histone fold in most species (note the vertical axes in Figure 1F). S10 and S15—which are numbered based on the yeast sequence—also show more uniform positioning when counted from the histone fold. Altogether, as genome size increases, arginines appear in conserved positions within the H2A NTD relative to the histone fold, and serines and threonines are lost.

### Arginines 3 and 11 in the H2A NTD increase chromatin compaction

To determine whether arginines and serines/threonines of the H2A NTD affect chromatin compaction in vivo*,* we took advantage of a strain of *Saccharomyces cerevisiae*, that has both chromosomal copies of H2A deleted and carries a single copy of H2A on a plasmid (TSY107), to construct mutant strains containing single or multiple insertions of arginines into their conserved motifs, deletions of serines, or combinations thereof (see Table 1 for specific amino acid changes and Supplementary file 1A for a description of the mutant strains). Two mutants, R3(ΔGS10)R11 and R11ΔS15, were also designed such that the spacing between R3 and R11 or R11 and the histone fold, respectively, is the same as in the H2A NTD of organisms with large genomes (Figure 1C,F). As a control for positive charge, mutant strains with lysines inserted in the same positions as arginines were also generated.

**Table 1.** List of H2A mutations, sequence changes and their effects on chromatin compaction and nuclear volume **DOI:** http://dx.doi.org/10.7554/eLife.02792.007

		FISH		Nuclear volume	
H2A mutant	H2A NTD Protein sequence	% Change	p-value	% Change	p-value
Yeast					
WT	SG–GKG–GKAGSA–AKASQSRSAKAG	–	1.0E+00	–	1.0E+00
R3	SG**R**GKG–GKAGSA–AKASQSRSAKAG	**−18**	9.5E−04	−5	4.1E−01
R11	SG–GKG–GKAGSA**R**AKASQSRSAKAG	**−15**	8.6E−04	**−20**	5.9E−05
R3R11	SG**R**GKG–GKAGSA**R**AKASQSRSAKAG	**−22**	8.2E−06	**−16**	3.0E−03
R3(ΔGS10)R11	SG**R**GKG–GKA··A**R**AKASQSRSAKAG	**−30**	2.1E−06	+6	3.7E−01
R11ΔS15	SG–GKG–GKAGSA**R**AKA·QSRSAKAG	**−41**	3.9E−08	−9*	4.7E−04
K3	SG**K**GKG–GKAGSA–AKASQSRSAKAG	+9	8.6E−01	**+13**	9.4E−03
K11	SG–GKG–GKAGSA**K**AKASQSRSAKAG	+16	3.1E−01	+3	2.6E−01
K3K11	SG**K**GKG–GKAGSA**K**AKASQSRSAKAG	+6	8.3E−01	**+31**	5.4E−08
K11ΔS15	SG–GKG–GKAGSA**K**AKA·QSRSAKAG	−7	9.2E−02	+2	6.6E−01
ΔGS10	SG–GKG–GKA··A–AKASQSRSAKAG	−6	3.2E−02	+10	3.0E−02
ΔS15	SG–GKG–GKAGSA–AKA·QSRSAKAG	+3	9.4E−02	**+9**	9.7E−03
R6	SG–GKG**R**GKAGSA–AKASQSRSAKAG	−5	5.6E−02	**+10**	1.0E−03
K20R	SG–GKG–GKAGSA–AKASQSRSA**R**AG	−3	3.0E−01	+7	1.5E−02
R17K	SG–GKG–GKAGSA–AKASQS**K**SAKAG	−1	7.9E−01	0	2.7E−01
Human—HA Tag					
WT	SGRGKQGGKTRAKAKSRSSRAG	–	1.0E+00	–	1.0E+00
ΔR3	SG·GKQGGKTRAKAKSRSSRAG	**+39**	8.3E−03	**+42**	1.3E−08
R11K	SGRGKQGGKT**K**AKAKSRSSRAG	**+20**	2.3E−02	**+14**	1.2E−03
R11A	SGRGKQGGKT**A**AKAKSRSSRAG	**+43**	1.0E−05	**+21**	5.7E−07
ΔR3R11A	SG·GKQGGKT**A**AKAKSRSSRAG	**+35**	3.5E−03	**+18**	5.9E−04
Human—FLAG Tag					
WT	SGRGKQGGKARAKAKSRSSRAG	–	1.0E+00	–	1.0E+00
Δ1–12	············KAKSRSSRAG	**+47**	4.9E−03	**+18**	2.8E−04

The -marks indicate spacing for sequence alignment purposes. The inserted residues are bold typed and underlined. Deletions are indicated by ·.

Percent (%) change refers to the difference in median values relative to WT unless otherwise indicated; the statistically significant differences are bold typed. p-values were calculated using the *t*-test (yeast) and Mann–Whitney U test (human).

* percent change was calculated relative to isogenic WT control (ΔS15).

To test the effects of H2A NTD changes on chromatin compaction, the physical distance between two probes on chromosome XVI spaced 275 kb apart was assessed in each of the H2A mutants using fluorescent in situ hybridization (FISH) (Figure 2A; Guacci et al., 1997; Bystricky et al., 2004). The probes were differentially labeled and visualized by confocal microscopy. The distance between the probes was measured in a single plane in which both probes were present within each nucleus (Bystricky et al., 2004). When compared to the isogenic wild type (WT), addition of a single arginine at position 3 (R3) or 11 (R11) to the H2A NTD was sufficient to significantly decrease the average interprobe distance by 18% and 15%, respectively (Figure 2B,C; Table 1). The average interprobe distance was further decreased by 22% when both arginines were present (R3R11) and even more so (30%) in R3(ΔGS10)R11. Deleting G9S10 (ΔGS10) alone caused slightly increased compaction with low statistical significance (Table 1). The largest decrease in interprobe distance (41%) was observed in the R11ΔS15 mutant, which places R11 12 amino acids from the histone fold, the same position as in organisms with large genomes. Removal of S15 (ΔS15) alone had no effect. The effect of arginines was not simply due to increasing the positive charge of the H2A NTD, as insertions of lysines at positions 3 and 11 did not significantly affect the interprobe distances (Figure 2C and Supplementary file 2). Although lysines are found at these positions in certain species (Figure 1D), the lack of potential compaction by lysines may be due to the absence of other evolutionary changes in yeast histones (see Figure 1E). Additionally, R17K or K20R mutations did not affect compaction, nor did a randomly inserted arginine at position 6 (R6) (Figure 2C and Supplementary file 2), suggesting that not every arginine in the H2A NTD contributes to chromatin compaction.

**Figure 2.**
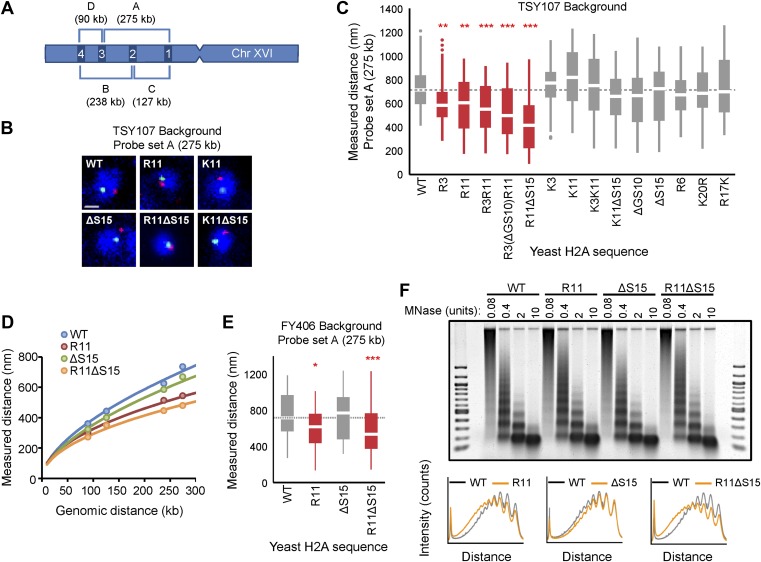
Ectopic expression of H2A NTD arginines causes compaction in yeast. (**A**) Schematic position of probes on chromosome XVI that were used for FISH. The letters correspond to the probe sets. (**B**) FISH images and (**C**) boxplot of the distributions of interprobe distances for probe set A in the indicated strains. (**D**) The mean interprobe distances for the indicated yeast strains for probe sets A, B, C, and D are plotted as a function of genomic distance. Solid lines are best fit equations. (**E**) Boxplot of the distributions of interprobe distances for probe set A in the indicated strains. Dashed lines mark the median value for the WT strain. The boxplot whiskers contain 90% of the data. All scale bars are 1 µm. Boxes are colored if the mean of the indicated strain is significantly different from WT. Red stars denote level of significance: *p<0.01; **p<0.001; ***p<0.0001 (For exact values, see Supplementary file 2). (**F**) Agarose gel electrophoresis of MNase-digested chromatin in the indicated strains including the densitometric profiles comparing the WT to each of the mutant H2A strains for a given amount of enzyme. See also Figure 2—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.02792.008

**Figure 2—figure supplement 1.**
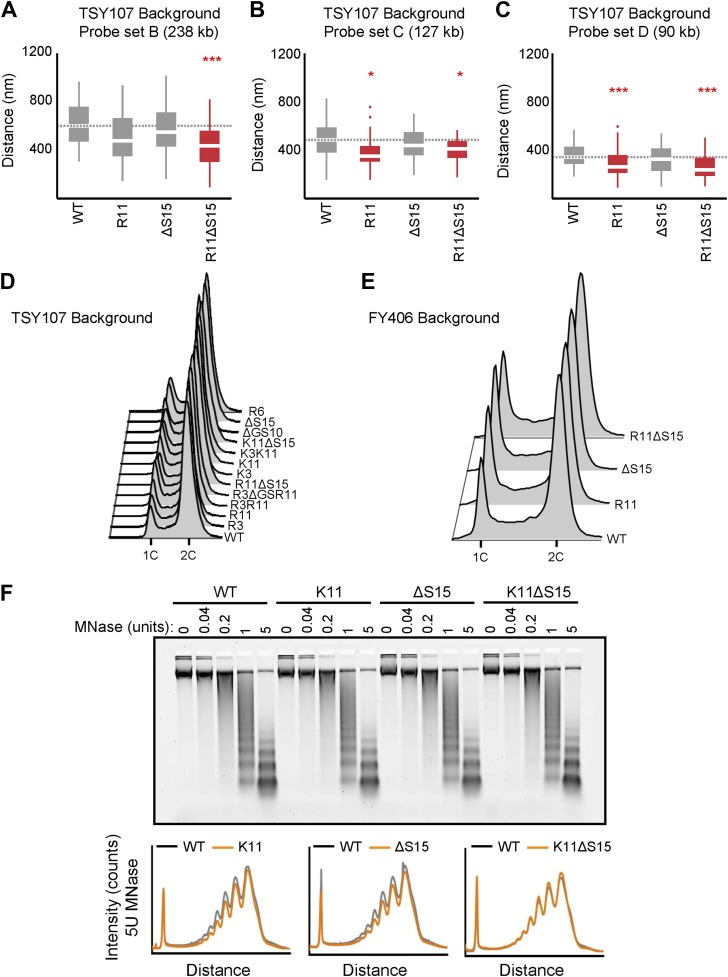
Ectopic expression of H2A NTD arginines causes compaction in yeast. (**A**–**C**). Boxplot of the distributions of interprobe distances in the indicated H2A mutant strains for probe sets B, C, and D as shown in Figure 3A. Boxes are colored if the mean of the indicated strain is significantly different from WT. Red stars denote level of significance: *p<0.01; ***p<0.0001 (Supplementary file 2). Cell cycle analysis of yeast strains in the TSY107 (**D**) or FY406 (**E**) background. 1C and 2C refer to G1 and G2 DNA content, respectively. Note that the WT strains (TSY107, FY406) carry one copy of the H2A gene on a plasmid with the two chromosomal copies deleted (Schuster et al., 1986; Hirschhorn et al., 1995). Dosage alterations of the H2A protein cause G2/M arrest (Sopko et al., 2006) which is evident in our WT strains. Nonetheless, all the mutants display highly similar cell cycle profiles. (**F**) Agarose gel electrophoresis of MNase-digested chromatin in the indicated strains. The amount of enzyme used to digest chromatin is indicated. Also shown are the densitometric profiles of the agarose gel that compares WT to each of the indicated mutant H2A strains for a given amount of enzyme. **DOI:** http://dx.doi.org/10.7554/eLife.02792.009

We further confirmed the effects of R11 on chromatin compaction using three additional probe sets (Figure 2A). The level of compaction seen in our WT strain is similar to what has been previously reported in yeast using a different strain background (Bystricky et al., 2004). The interprobe distances for all probe sets were significantly decreased in R11 compared to WT and even more so in R11ΔS15 but not ΔS15 alone (Figure 2—figure supplement 1A–C and Supplementary file 2). Plotting the physical vs genomic distances for all probe sets revealed uniform compaction across large genomic distances (Figure 2D). The effect of R11 on chromatin compaction was not strain-specific as H2A R11 and R11ΔS15, but not ΔS15, caused chromatin compaction in a different strain background (Figure 2E; Supplementary file 2). We therefore conclude that H2A arginines at positions 3 and 11, especially when R11 is placed at the evolutionarily-conserved position relative to the histone fold, increase the degree of chromatin compaction.

Chromatin is differentially compacted at different cell cycle stages (Guacci et al., 1997). Cell cycle profile analysis showed little difference between the strain harboring WT H2A and any of the mutant strains (Figure 2—figure supplement 1D–E), indicating that the observed differences in chromatin compaction are not due to altered cell cycle profiles. Chromatin compaction may also be influenced by nucleosomal spacing; indeed the linker DNA length is larger in human cells than in yeast (Grigoryev, 2012). We find that there are essentially no differences in nucleosomal density in H2A arginine mutants using Micrococcal nuclease (MNase) digestion (Figure 2F, Figure 2—figure supplement 1F), indicating that the average nucleosomal spacing is not affected by these mutations. But the more compact mutants displayed decreased accessibility to MNase as indicated by the delayed appearance of the nucleosomal digestion pattern (Figure 2F, Figure 2—figure supplement 1F).

### H2A arginines and serines affect nuclear volume in yeast

Since chromatin structure may influence the volume of the nucleus (Cavalier-Smith, 2005), we asked whether nuclear volume was affected by H2A-mediated chromatin compaction. We tagged a nuclear pore protein, Nup49, in its chromosomal locus with GFP to visualize the nuclear membrane and used confocal microscopy to capture three-dimensional images of the nucleus to quantify volumes of ≥150 cells per H2A mutant (Figure 3A,B; Table 1; Supplementary file 3, see ‘Materials and methods’ for volume calculations). As compared to WT cells, H2A mutants containing R11 or R3R11, both of which contain more compact chromatin, displayed significantly decreased nuclear volumes. The average nuclear volume in the R3 mutant was also less than WT but did not reach statistical significance. Interestingly, H2A mutants from which serines 10 and 15 were removed displayed larger nuclear volumes. Simultaneous insertions of arginines into these strains (R3(ΔGS10)R11 and R11ΔS15) decreased their nuclear volume (R11ΔS15 p<0.001 compared to ΔS15), restoring them to levels similar to WT. The control strains with either lysines or R6 had nuclear volumes similar to or larger than WT. Neither arginines nor serines had any effect on total cell size as measured by concanavalin A staining (Figure 3—figure supplement 1A,B; Supplementary file 3). In the FY406 strain background, ΔS15 did not cause an increase in nuclear volume; and thus both R11 and R11ΔS15 strains exhibited smaller nuclear volumes than isogenic WT (Figure 3C; Supplementary file 3). These data suggest that modulation of chromatin compaction through the H2A NTD, especially in the presence of R11, affects the nuclear volume but this effect may be indirect (see human data below).

**Figure 3.**
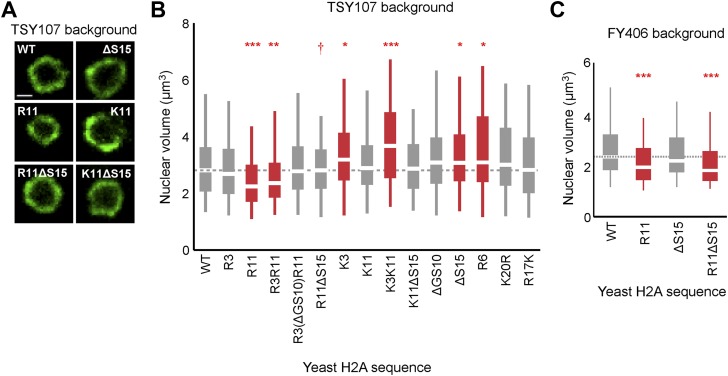
Ectopic expression of H2A NTD arginines decreases nuclear volume in yeast. (**A**) Images of the nuclear envelope, as visualized by Nup49p-GFP, and boxplot of the distributions of nuclear volumes in the indicated strains in the TSY107 background (**B**) or the FY406 background (**C**). Dashed lines mark the median value for the WT strain. The boxplot whiskers contain 90% of the data. All scale bars are 1 µm. Boxes are colored if the mean of the indicated strain is significantly different from WT. Red stars denote level of significance: *p<0.01; **p<0.001; ***p<0.0001 (Supplementary file 3). Red dagger (†) indicates that mean nuclear volume of R11ΔS15 is significantly smaller than its isogenic WT strain (ΔS15; p<0.001). See also Figure 3—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.02792.010

**Figure 3—figure supplement 1.**
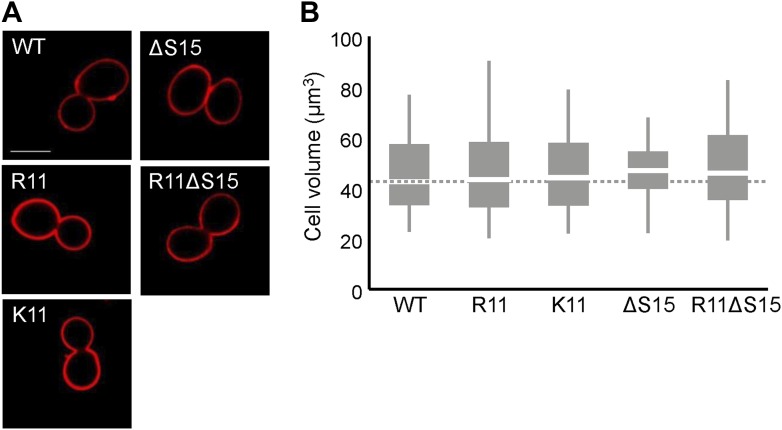
H2A arginines do not affect cell size. (**A**) Images of the cell wall, as visualized by concanavalin A staining, and (**B**) boxplot of the distributions of cellular volumes in the indicated yeast strains. The scale bar is 5 µm. **DOI:** http://dx.doi.org/10.7554/eLife.02792.011

### Loss of H2A arginines causes de-compaction of chromatin in human cells

Since the H2A NTD in large genomes contains both R3 and R11, we expected that their removal would cause de-compaction of chromatin. To test this prediction, we ectopically expressed WT or mutant H2A in several human cell lines and measured the distances between probes 0.49 Mbp apart on chromosome 1 by FISH, as well as the largest nuclear cross-sectional areas (‘Materials and methods’). The H2A gene was HA-tagged and mutated to remove R3 (ΔR3), to replace R11 with alanine (R11A) or lysine (R11K), or to combine two mutations (ΔR3R11A). The H2A constructs were overexpressed using the strong CMV promoter in the normal human IMR90 fibroblasts, the breast cancer cell line MDA-MB-453, or the HEK293 cells. Cells overexpressing ΔR3, R11A, or ΔR3R11A H2A mutants had increased interprobe distances, indicating de-compaction of chromatin. Expression of H2A R11K had modest effects on chromatin de-compaction with marginal statistical significance (Figure 4A,B, Figure 4—figure supplement 1A,B; Supplementary file 4). Cells expressing any of the H2A mutants displayed larger nuclear areas, suggesting that nuclear size is increased (Figure 4C,D, Figure 4—figure supplement 1C–F; Supplementary file 5). Equal degrees of overexpression were confirmed by immunofluorescence analysis with an anti-HA antibody and detection of HA-H2A by western blotting (Figure 4D, Figure 4—figure supplement 1G). Ectopic expression of a C-terminally FLAG-tagged H2A mutant missing residues 1–12 (Δ1–12) also caused significant de-compaction of chromatin and increased nuclear area despite being expressed at a lower level than WT (Figure 4E,F). These data demonstrate that, consistent with our predictions, the H2A NTD, especially arginines 3 and 11, function to compact chromatin in human cells.

**Figure 4.**
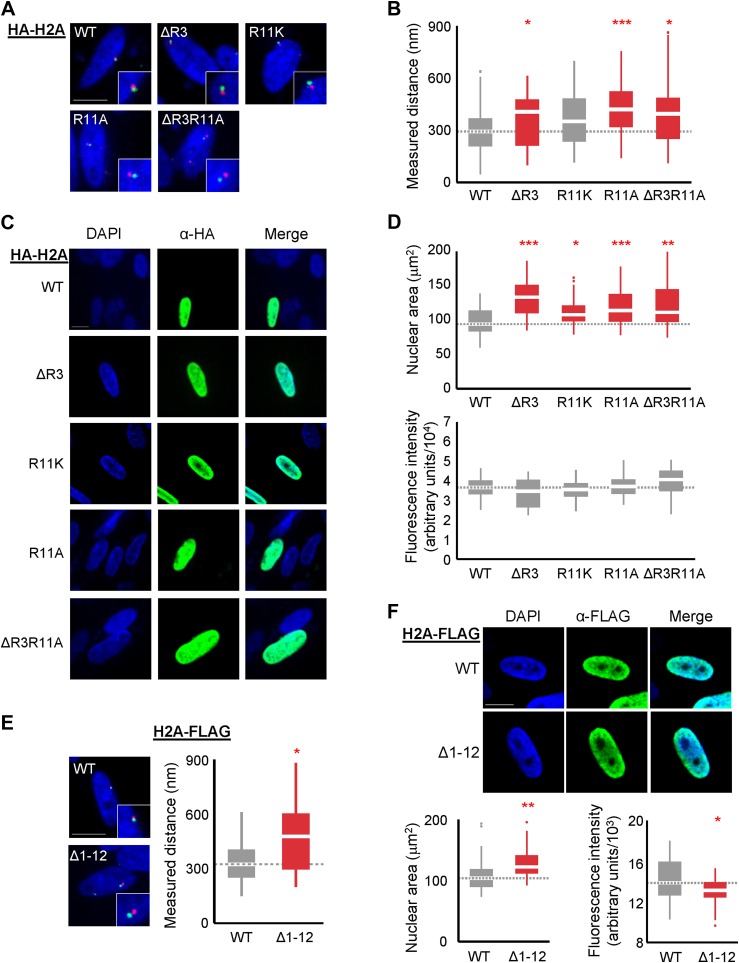
Loss of H2A NTD arginines decreases chromatin compaction in human cells. (**A**) FISH images of probes on chromosome 1 in normal primary IMR90 fibroblasts with HA-tagged WT or mutant H2A overexpressed as indicated. (**B**) Boxplot of the distributions of inter-probe distances. Note that R11K was only marginally significant at p=0.023. (**C**) Immunofluorescence images of IMR90 cells overexpressing HA-tagged WT or mutant H2A as indicated. (**D**) Top: boxplot of the distributions of largest nuclear cross-sectional areas in the indicated H2A overexpressing cells. Bottom: boxplot of the distributions of α-HA fluorescence intensities. (**E**) Left: FISH images, as in (**A**), of IMR90 cells expressing a C-terminal FLAG-tagged WT or tailless (Δ1–12) H2A. Right: boxplot of the distributions of inter-probe distances. (**F**) Top: immunofluorescence images of IMR90 cells overexpressing FLAG-tagged WT or tailless H2A. Bottom: boxplot of nuclear areas and fluorescence intensities, as indicated. Dashed lines mark the median value for the WT strain. All scale bars are 10 µm. Boxes are colored if the mean of the indicated strain is significantly different from WT. Red stars denote level of significance: *p<0.01; **p<0.001; ***p<0.0001 (Supplementary files 4 and 5). See also Figure 4—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.02792.012

**Figure 4—figure supplement 1.**
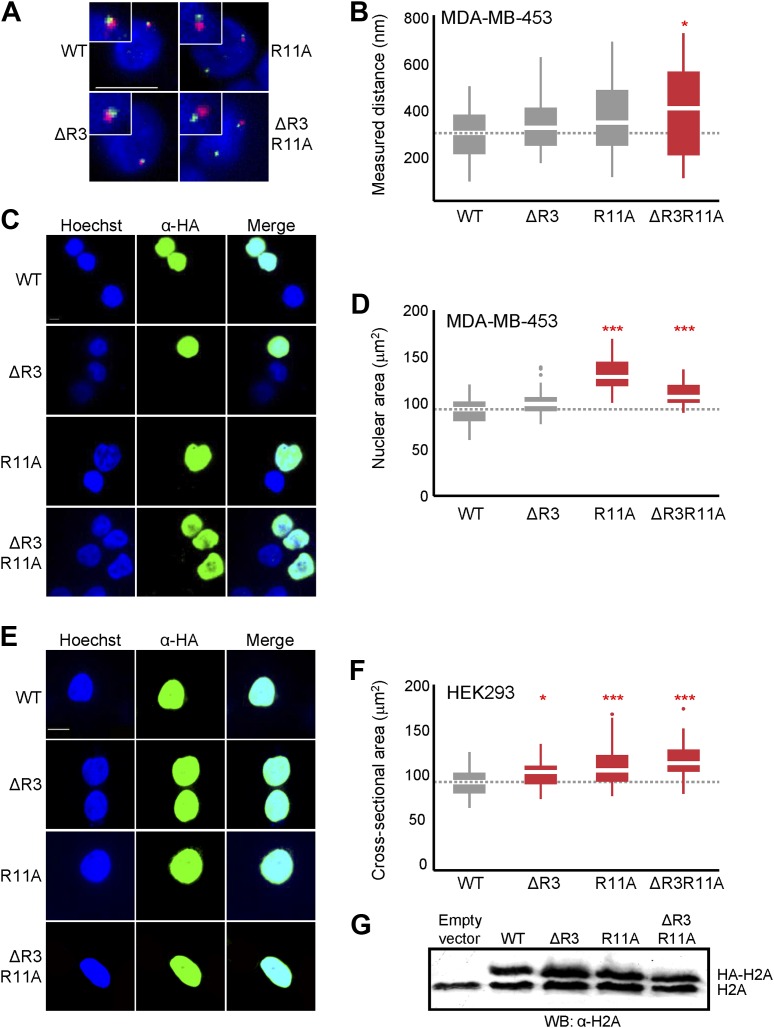
Loss of H2A NTD arginines decreases chromatin compaction in human cells. (**A**) FISH images of probes on chromosome 1 in MDA-MB-453 cells with either WT or mutant HA-tagged H2A overexpressed. (**B**) Boxplot of the distributions of interprobe distances. Immunofluorescence images of (**C**) MDA-MB-453 or (**E**) HEK293 cells overexpressing WT or mutant HA-tagged H2A. Boxplot of the distributions of the largest nuclear cross-sectional areas in (**D**) MDA-MB-453 or (**F**) HEK293 for the indicated H2A over-expressing cells. (**G**) Western blot of lysates from HEK293 cells overexpressing the indicated WT or mutant HA-tagged H2A. All scale bars are 10 µm. Dashed lines mark the median value for the WT strain. Boxes are colored if the mean of the indicated strain is significantly different from WT. Red stars denote level of significance: *p<0.01; ***p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.02792.013

### H2A R11 regulates compaction of nucleosomal arrays in vitro

Because R11 compacts chromatin in vivo, we investigated whether this effect is directly on the chromatin fiber. We used step-wise salt dialysis to assemble nucleosomal arrays with a DNA template containing 12 copies of the 177 bp ‘601’ nucleosome positioning sequence (601-177-12) and recombinant *Xenopus laevis* histone octamers that contain either WT H2A or one with R11 deleted (ΔR11). We assembled nucleosomal arrays at different octamer-to-template ratios (0.9, 1, and 1.1 octamer to 1 template) and monitored the quality of the arrays by MgCl_2_ precipitation and restriction digest analysis using ScaI. We found that a 1:1 octamer-to-template ratio gave the best results as the ScaI digest demonstrated well-assembled arrays compared to the 5% free DNA loaded as a comparison (Figure 5A). We used analytical ultracentrifugation to determine the sedimentation velocity combined with van Holde–Weischet analysis (Weischet et al., 1978) to ascertain the distribution of sedimentation coefficients (S) for each nucleosomal array in the absence or presence of 0.8 mM MgCl_2_, a concentration of the divalent cation that promotes intra-molecular folding of nucleosomal arrays (Schwarz and Hansen, 1994). In the absence of Mg^2+^, arrays containing WT H2A sedimented with a coefficient of 33.1, which is a value that has been previously shown for similar arrays (Dorigo et al., 2003; Shogren-Knaak et al., 2006; Zhou et al., 2007). In contrast, arrays missing R11 adopted a more extended conformation with a smaller sedimentation coefficient of 31.0 (Figure 5B). Addition of Mg^2+^ increased compaction of both arrays and shifted the sedimentation coefficients to 39.3 and 37.4 for WT and ΔR11 H2A, respectively (Figure 5B). A second independent chromatin assembly and ultracentrifuge analysis confirmed these results (Figure 5—figure supplement 1). Thus, in the absence of R11 in the H2A NTD, nucleosomal arrays adopt a less compact conformation even in the presence of divalent cations, showing that R11 directly increases chromatin compaction.

**Figure 5.**
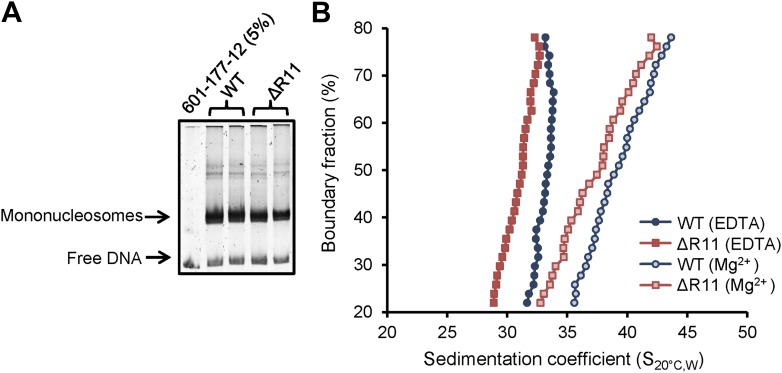
H2A NTD R11 directly modulates the compaction of chromatin fibers in vitro. (**A**) Polyacrylamide gel electrophoresis (PAGE) of ScaI-digested 601-177-12 DNA template assembled with octamers containing recombinant WT or ΔR11 H2A. As a control, 5% of the 601-177-12 DNA without octamers was also digested. (**B**) The distribution of sedimentation coefficients determined by van Holde-Weischet analysis plotted against the percent boundary fraction in the absence or presence of 0.8 mM MgCl_2_ as indicated. S_20°C,W_ is the sedimentation coefficient corrected to water at 20°C. See also Figure 5—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.02792.014

**Figure 5—figure supplement 1.**
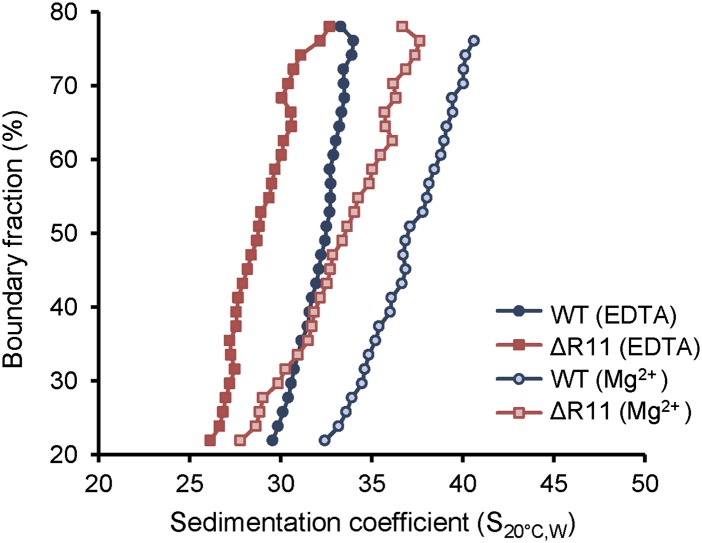
H2A NTD R11 directly modulates the compaction of chromatin fibers in vitro. The distribution of sedimentation coefficients determined by van Holde-Weischet analysis plotted against the percent boundary fraction in the absence or presence of 0.6 mM MgCl_2_ as indicated. S_20°C,W_ is the sedimentation coefficient corrected to water at 20°C. **DOI:** http://dx.doi.org/10.7554/eLife.02792.015

### Compaction of chromatin by H2A NTD arginines does not alter global gene expression in yeast

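RNA was measured on Affymetrix Yeast Genome 2.0 arrays from log phase cultures of 5 yeast strains, which were diluted to an optical density of 0.2 and grown in YPD at 30°C to 0.8. In these strains a plasmid supplies H2A. WT carries unchanged H2A, R11 and K11 carry an arginine or a lysine inserted at position 11 of the N-terminal tail, ΔS15 lacks a serine of that tail, and R11ΔS15 carries both the inserted arginine and the deletion. There were 3 arrays of WT and 2 of each mutant, 11 in all. For both R11ΔS15 arrays, the genotype entry of the deposited labels names a lysine at the insertion, whereas their titles, their strain number and the strain list of Supplementary file 1A name an arginine, and arginine is used here.
The authors deposited MAS5 signals, which are background-corrected intensities on a linear scale, with every array scaled to the same trimmed mean of 500 (lowest and highest 2% left out). Of the 10928 probe sets, 213 are controls, 5498 were matched to S. cerevisiae genes and 1747 to S. pombe, whose transcripts are absent from these cultures. The 95th percentile of the mean log2 signal of the S. pombe probe sets, 2.35, served as the background, and 5415 genes had a probe set above it. On single arrays, between 5456 and 5466 of the S. cerevisiae probe sets lay above this level. The log2 signals were compared with limma in a fit of all strains, with Benjamini-Hochberg adjustment. The number of arrays limits the precision: the median standard error of a log2 fold change against WT was 0.16. The spike-in controls added to every hybridization (12 probe sets) separated the arrays into a set with mean log2 signals of 10.81 to 10.98, which held WT replicates 1 and 2 and all R11 and K11 arrays, and a set with 10.61 to 10.66, which held WT replicate 3 and all ΔS15 and R11ΔS15 arrays. This split is not in the labels, and only WT has arrays in both sets.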

To determine whether chromatin compaction through H2A arginines interferes with transcription regulation, we examined gene expression patterns in the H2A yeast mutants. Remarkably, there was a high level of correlation (≥0.99) between all strains examined (Figure 6A), and no specific gene ontology was found among the genes that were differentially expressed by twofold or more. 

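The 4 H2A mutants differed from WT by 2-fold or more at few genes: 5 of 5415 in R11, 4 in K11, 12 in ΔS15 and 13 in R11ΔS15. The strongest signals among them were in R11ΔS15. HXK1, a hexokinase gene on chromosome VI, had a signal of 2086 ± 88.9 (SD, n = 2) in R11ΔS15 and 807 ± 428 (SD, n = 3) in WT, a log2 fold change of 1.52 (standard error 0.37). DIP5, which encodes an amino acid permease, had 1386 ± 3.26 against 611 ± 195 (log2 fold change 1.23, standard error 0.24). DDR2, a gene induced by many stresses, had 848 ± 91.5 against 416 ± 76.9 (log2 fold change 1.04, standard error 0.17), and YJL163C had a log2 fold change of 1.02 (standard error 0.28). PET122, needed for translation of a mitochondrial transcript, was dimmer, at 42.5 ± 10.0 against 16.9 ± 11.0. The lower genes, YMR175W-A and YAR064W, had signals of 5.18 and 4.33, where the background was 5.10. HXK1 and PET122 were also above 2-fold in ΔS15, with log2 fold changes of 1.03 and 1.35, together with the dim genes YOR316C-A (2.60) and YPR159C-A (-1.01). In K11, HXT15 (log2 fold change 1.14) and YPR159C-A (-1.09) did not overlap with WT. The probe sets of HXT15 and YAR064W carry the suffix for probes shared between transcripts, so that their values cannot be credited to these genes alone. YPR159C-A had mean signals of 3.88 in K11 and 4.21 in ΔS15. At least 1 of the arrays compared lay below the background for YPR159C-A, YAR064W, YMR175W-A, HXT15, PET122 and YOR316C-A (0.302 on WT replicate 1), so that the sizes of the changes of these genes are not known. In R11 every gene past 2-fold overlapped with WT. With 2 arrays against 3, chance alone leaves 20% of genes without overlap. None of these genes passed limma's test, where the smallest adjusted p for any gene was 0.324, for DDR2 in R11ΔS15. Without WT replicate 3, HXK1 (adjusted p = 0.0226), DIP5 (0.0158), DDR2 (0.0158) and YJL163C (0.0173) passed limma's test in R11ΔS15. All WT arrays left are then in the other spike-in set than R11ΔS15, so that these calls do not separate the strain from the batch, and with the spike-in split as a term 0 genes passed. With each array left out in turn, HXK1 and DIP5 stayed above 2-fold in R11ΔS15, whereas DDR2 fell to 0.93 without R11ΔS15 replicate 2 and YJL163C to 0.85 without WT replicate 2. HXK1 in ΔS15 fell to 0.58 without WT replicate 2. Without WT replicate 1, PET122 fell to 0.57 in ΔS15 and 0.87 in R11ΔS15, and YOR316C-A to 0.97, which had 3.72 without WT replicate 3. HXT15 in K11 had 0.63 without K11 replicate 2 and 1.65 without K11 replicate 1, and YPR159C-A had -0.92 without K11 replicate 1 in K11 and -0.66 without ΔS15 replicate 1 in ΔS15. YMR175W-A had -0.58 without R11ΔS15 replicate 1 and -2.44 without R11ΔS15 replicate 2, and YAR064W had -1.55 and -0.51. R11ΔS15 and ΔS15 differed by 2-fold at 1 gene, and R11 and K11 at 4.
None of 46 gene lists, fixed before the data were examined, was over-represented among the 2-fold genes of any comparison (one-sided Fisher's exact tests, smallest adjusted p = 0.281). The closest was the general stress response, with HXK1 and DDR2 among the 13 genes of R11ΔS15. With so few genes past 2-fold these tests had little power, and the lists are not the gene ontology that the paper used. Across all probe sets that are not controls, the Pearson correlation of mean signals was 0.999 between WT and R11, between WT and K11 and between R11 and K11, and 0.998 between ΔS15 and R11ΔS15. It was 0.994 between WT and ΔS15 and 0.992 between WT and R11ΔS15. For R11 it was 0.991 with ΔS15 and 0.990 with R11ΔS15, and for K11 0.991 with both. These correlations are across genes, which are not independent replicates, and they depend on the scale and the probe sets. The lowest between 2 strains was 0.988 over the tested probe sets. Over all probe sets that are not controls it was 0.977 with log2 signals and 0.949 with Spearman correlations. A mean signal under 50 was found for 5 of the 5 genes past 2-fold in R11, 4 of 4 in K11, 8 of 12 in ΔS15 and 6 of 13 in R11ΔS15. With 50 added to every signal before the log2, 2 genes remained past 2-fold in R11ΔS15 and 0 in the other comparisons. Without WT replicate 3 the counts were 36 in ΔS15 and 44 in R11ΔS15, and without WT replicate 1 they were 4 in both. Without ΔS15 replicate 2 there were 75 in ΔS15, and without R11ΔS15 replicate 1 there were 88 in R11ΔS15. With single arrays left out, the counts ranged from 5 to 13 in R11, from 4 to 15 in K11, from 1 to 10 between R11ΔS15 and ΔS15 and from 4 to 16 between R11 and K11.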

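The estimates of the core histone genes differed between the H2A mutants and WT by at most 1.31-fold, for HHT2 in R11ΔS15. HTA1, which encodes H2A and lies on chromosome IV of the R64 assembly from 915530 to 915928, had a signal of 7415 ± 317 (SD, n = 3) in WT, 7304 ± 365 (SD, n = 2) in R11, 7097 ± 337 in K11, 6803 ± 147 in ΔS15 and 6514 ± 458 in R11ΔS15. HTA1 is the H2A gene on the plasmid. HTA2, the other H2A gene, lies on chromosome II from 235394 to 235792. The paper states that both chromosomal copies of H2A are deleted in the parental strain, and Supplementary file 1A lists mutant alleles of both HTA1 and HTA2. The probe set assigned to HTA2 without the suffix that marks probes shared between transcripts had mean signals of 332 in WT, 339 in R11, 343 in K11, 301 in ΔS15 and 326 in R11ΔS15. The brighter probe set assigned to HTA2 carries this suffix, so that its signal cannot be credited to HTA2. It had 6094 ± 345 in WT, 5953 ± 495 in R11, 5808 ± 155 in K11, 4986 ± 102 in ΔS15 (log2 fold change -0.29, standard error 0.08) and 4926 ± 390 in R11ΔS15 (log2 fold change -0.31). HTB1 and HTB2, the H2B genes, had log2 fold changes of -0.20 and -0.07 in ΔS15 and -0.14 and -0.05 in R11ΔS15, and between -0.05 and 0.01 in R11 and K11. Of the H3 genes, HHT2 ranged from -0.12 in R11 to 0.39 in R11ΔS15, where its arrays overlapped with WT, and HHT1 from -0.03 to 0.07. HHT2 in R11ΔS15 had 0.03 without R11ΔS15 replicate 2 and 0.74 without R11ΔS15 replicate 1, and in R11 -0.01 without R11 replicate 2 and -0.24 without R11 replicate 1. Without WT replicate 1, HTB1 had -0.12 in ΔS15 and -0.07 in R11ΔS15. The probe set assigned to HHF1, an H4 gene, lay between -0.11 and -0.04. It carries the suffix too, so that its signal cannot be credited to HHF1 alone, and no probe set was assigned to HHF2. The variant and linker histone genes HTZ1, CSE4 and HHO1 had log2 fold changes between -0.11 and 0.10.
Of 7 core histone genes, 0 passed limma's test over all genes in any comparison. With limma's p adjusted over the list alone, the shared probe set passed in ΔS15 (adjusted p = 0.0301) and in R11ΔS15 (adjusted p = 0.0196), and with the spike-in split of the arrays as a term it gave log2 fold changes of -0.20 and -0.22. The probe set of HTA2 without the suffix gave -0.14 and -0.03. Without the probe sets that carry the suffix, which also leaves out that of HHF1, 0 core histone results passed. The number was 0 without WT replicate 1 or WT replicate 2, 4 without WT replicate 3, and 1 without either ΔS15 array. The 95% confidence intervals of the 7 core histone genes against WT lay between 0.710-fold and 1.69-fold. On the log2 scale, that of HTA1 in R11ΔS15 lay below no change, at -0.34 to -0.03 around -0.19. So did that of HTB1 in ΔS15 (-0.38 to -0.02), while that of HHT2 in R11ΔS15 lay above it (0.02 to 0.75). The shared probe set assigned to HTA2 lay below it in both strains. In R11 and K11 every interval included no change. These intervals are not adjusted for the number of genes and do not separate the strain from the batch.

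**Figure D1:**
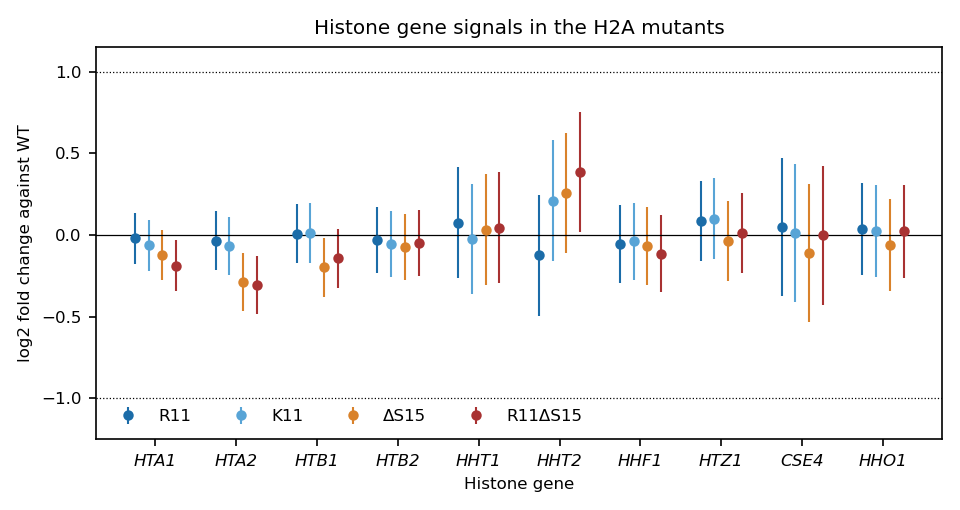
Log2 fold change against WT (y axis) of each histone gene (x axis) in R11, K11, ΔS15 and R11ΔS15. Points are limma's estimates from 2 mutant and 3 WT arrays, bars are 95% confidence intervals and dotted lines mark 2-fold; all intervals lie inside them. HTA2 and HHF1 stand for shared probe sets.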

The expression levels of the histone genes were similar, indicating that altered levels of histone genes expression do not account for the changes in chromatin compaction. These data indicate that compaction of chromatin by H2A does not significantly alter global gene expression in exponentially growing cells.

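No single gene passed the test in any H2A mutant. Of 46 gene lists, 2 in R11, 4 in K11, 10 in ΔS15 and 9 in R11ΔS15 passed limma's camera test against WT with its preset correlation of 0.01 between genes, and 0 passed in any of them with an estimated correlation. In R11ΔS15, all 113 ribosome biogenesis genes, which encode the factors that build ribosomes, had lower estimates than in WT, with a median log2 fold change of -0.32. Among them PWP2 had -0.63 and UTP23 -0.57. Of 128 cytosolic ribosomal protein genes, 121 were on the lower side (median -0.15). Of 50 general stress response genes, 38 were on the higher side (median 0.25), led by HXK1 and DDR2. Genes of respiration were also on the higher side: 20 of 22 genes of the tricarboxylic acid and glyoxylate cycles (median 0.28), with the citrate synthase genes CIT1 at 0.83 and CIT2 at 0.80, and 33 of 35 genes of oxidative phosphorylation (median 0.14). Of 21 genes of glycolysis and fermentation, 16 were on the lower side (median -0.18). In ΔS15 the medians were -0.19 for ribosome biogenesis, -0.09 for ribosomal proteins, 0.14 for the stress response and 0.18 for the tricarboxylic acid and glyoxylate cycles. Between R11ΔS15 and ΔS15, 7 lists passed with the preset correlation and 0 with an estimated one (camera of limma, smallest adjusted p = 0.215). With 1 array left out, the tricarboxylic acid and glyoxylate cycles in R11ΔS15 had a median of 0.45 without R11ΔS15 replicate 2, and oxidative phosphorylation 0.22 without R11ΔS15 replicate 1. In ΔS15 the ribosomal proteins had -0.05 without WT replicate 1, -0.14 without WT replicate 3 and no call without ΔS15 replicate 2 (limma's camera, adjusted p = 0.231), the stress response had 0.06 without WT replicate 2, and the tricarboxylic acid and glyoxylate cycles had 0.31 without WT replicate 3. CIT1 and CIT2 passed limma's test in R11ΔS15 without WT replicate 3 (adjusted p = 0.0204 and 0.0416), where strain and spike-in set coincide. The ribosome biogenesis median of ΔS15 came mostly from replicate 1, with -0.29 against the WT mean, where replicate 2 had -0.08. Arrays with serine 15 reached the level of ΔS15 replicate 2: K11 replicate 2 had -0.10 and R11 replicate 2 -0.06. Replicate 1 of K11 and of R11 had 0.06. Only replicate 1 of ΔS15 has the raised chromosome IX signal described below. WT replicate 3 lay on the side of the ΔS15 strains for the ribosomal proteins (-0.09), the stress response (0.08), the tricarboxylic acid and glyoxylate cycles (0.16) and glycolysis and fermentation (-0.11).
Each of these lists passed camera of limma with the preset correlation (ribosome biogenesis in R11ΔS15, adjusted p = 1.05e-34). With an estimated correlation the adjusted p for R11ΔS15 was 0.272 for ribosome biogenesis, 0.115 for the stress response, 0.675 for ribosomal proteins, 0.720 for the tricarboxylic acid and glyoxylate cycles, and 0.778 for both oxidative phosphorylation and glycolysis and fermentation, and in ΔS15 it was at least 0.709 for every list. With the spike-in split of the arrays as a term, which compares these strains with WT replicate 3 alone, the ribosome biogenesis medians were -0.27 in R11ΔS15 and -0.10 in ΔS15, and the stress response in R11ΔS15 had a median of 0.14 (limma's camera, adjusted p = 0.0318 with an estimated correlation). Ribosomal proteins then had a median of -0.05 in R11ΔS15 and turned to 0.01 in ΔS15. The ratio of the signals at the 3′ and 5′ ends of the ACT1 transcript, which depends on the quality and labelling of the RNA, split the arrays in the same way. It was 1.26 to 1.35 on WT replicates 1 and 2 and the R11 and K11 arrays, and 1.04 to 1.11 on WT replicate 3 and the arrays of ΔS15 and R11ΔS15. For TDH1 the ratio was 1.43 to 1.73 and 1.14 to 1.42.

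**Figure D2:**
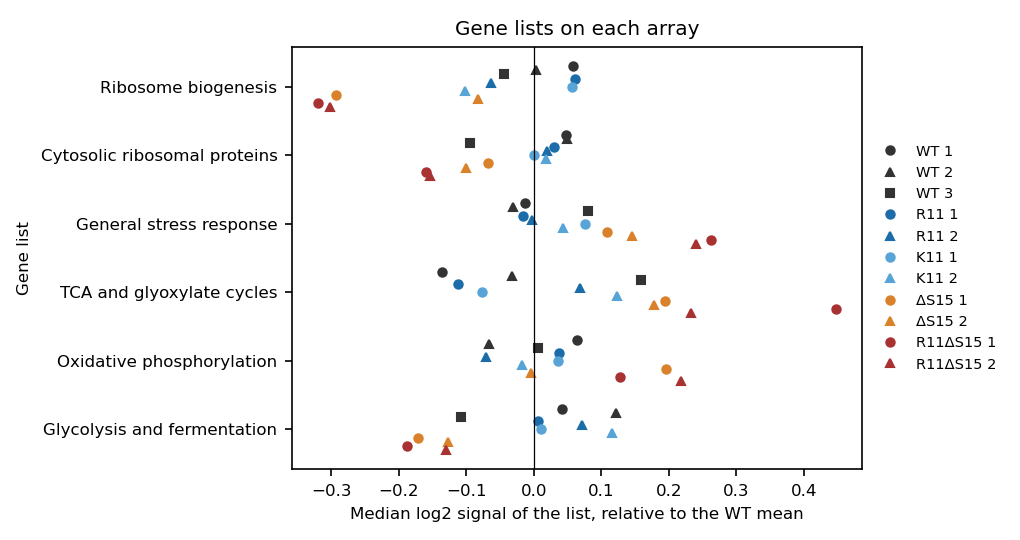
Median log2 signal of the genes of each list on each array, relative to the mean of the WT arrays (x axis), for 6 gene lists (y axis). Colour marks the strain and shape the replicate; the R11ΔS15 arrays sit at -0.32 and -0.30 for ribosome biogenesis and WT replicate 3 at -0.04.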

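Genes of chromosome IX stood apart from all other chromosomes on 2 of the 11 arrays. On ΔS15 replicate 1 the median of the 188 tested genes of chromosome IX was 1.70-fold the level of the median array, and on R11ΔS15 replicate 2 it was 1.67-fold. On both arrays 96.3% of these genes were above that level. On ΔS15 replicate 2 and R11ΔS15 replicate 1 the median was 0.977-fold and 0.984-fold, and on the WT arrays it lay between 0.974-fold and 1.00-fold. The medians of the other chromosomes on these 2 arrays lay between -0.03 and 0.02 on the log2 scale. Against WT, chromosome IX was higher in ΔS15 (median log2 fold change 0.39, 179 of 188 genes on the higher side, camera adjusted p = 8.9e-25) and in R11ΔS15 (0.39, 173 of 188, camera adjusted p = 2.77e-18), and with an estimated correlation the adjusted p was 0.990 and 0.978. Genes within 30 kb of a chromosome end, 290 in number, had medians between -0.06 and 0.03 in the 4 mutants and did not pass the test in any of them (camera of limma, smallest adjusted p = 0.801). They were over-represented among the 2-fold genes of ΔS15, with 4 of 12 (one-sided Fisher's exact test, adjusted p = 0.0481), and in R11ΔS15 they made up 4 of 13 (adjusted p = 0.0666). In ΔS15 these were HXK1, YAR066W, YBL112C and YEL076C, named after their values were seen, of which HXK1 did not overlap with WT. The adjusted p in ΔS15 was 0.271 without WT replicate 1, 0.876 without WT replicate 2 and 0.152 without ΔS15 replicate 2. Over its alternatives it lay between 1.73e-06 and 1, and it was 1 without shared probe sets, which leaves 1 such gene, since those of YAR066W, YBL112C and YEL076C are shared. In R11ΔS15, 4 of 21 alternatives passed. The adjusted p was 1 without WT replicate 1, 0.933 without shared probe sets and 0.851 with an offset of 50, and it was 0.00733 without WT replicate 3, where strain and spike-in set coincide.
In each of the 7 comparisons made with limma, 0 of 5415 genes passed at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 19 genes in R11, 23 in K11, 286 in ΔS15 and 544 in R11ΔS15 against WT, where chance alone would give 271. The counts in R11 and K11 lie far below this, so that the lack of calls there cannot be read as an absence of change. At least 97.3% of genes were within 1.5-fold of WT in every mutant. Without WT replicate 3, 38 genes passed in ΔS15 and 128 in R11ΔS15, and without R11 replicate 2, 1 gene passed in R11. The deviations of single arrays from their strain mean were correlated across genes between arrays with the same replicate number, at 0.49 to 0.66 among WT, R11 and K11 and at -0.05 to 0.21 in pairs with ΔS15 or R11ΔS15, which this fit does not model. With the replicate number as a block, which sets WT replicate 3 aside, limma called 173 genes in ΔS15, 343 in R11ΔS15 and 0 in R11 and K11 against WT. With WT replicate 3 left out or set aside, every WT array is in one spike-in set and every ΔS15 and R11ΔS15 array in the other, so that the calls in these 2 strains do not separate the strain from the batch. With the spike-in split as a term, 0 genes passed in any comparison. In simulated arrays with the same spread and 200 changed genes, but without correlations between arrays, the test without the block recovered 86.6% to 95.5% of the genes changed by 2-fold and 38.8% to 61.2% of those changed by 1.5-fold in the 4 mutants. Of these 200 genes 66 changed 4-fold, which eases the adjusted threshold, and far fewer genes passed 2-fold in the reported fit. These shares therefore do not give the power of the test on the real arrays. From its expression data, the paper concludes that compaction by H2A does not significantly alter global gene expression in exponentially growing cells.

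**Figure D3:**
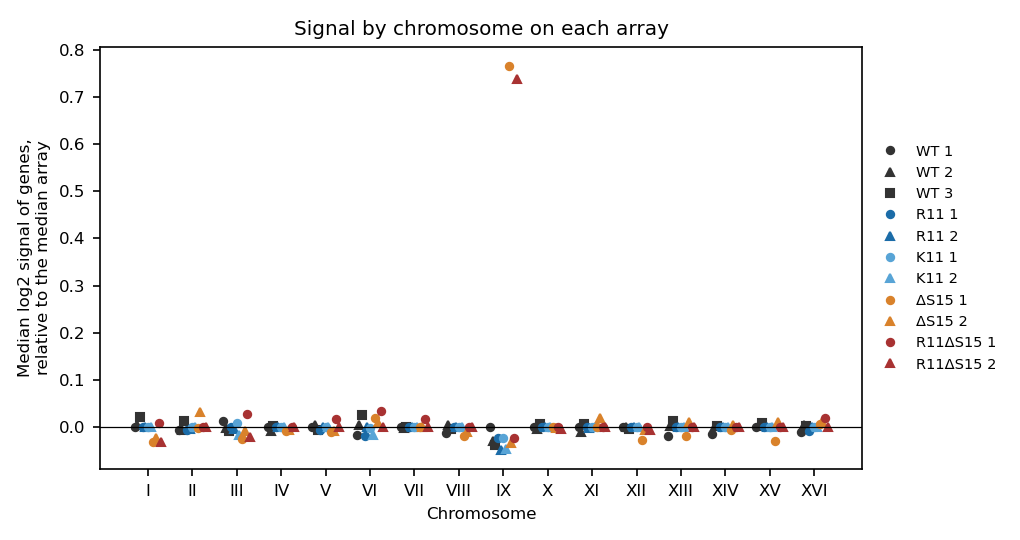
Median log2 signal of the tested genes of each chromosome (x axis) on each array, relative to the median array (y axis). Colour marks the strain and shape the replicate; ΔS15 replicate 1 (0.76) and R11ΔS15 replicate 2 (0.74) lie apart from the other arrays at chromosome IX.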

**Figure 6.**
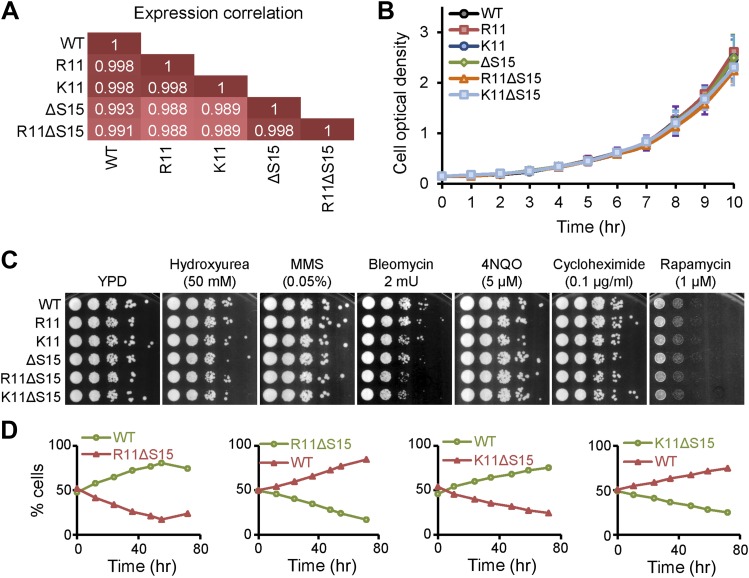
Mutations to H2A NTD decrease the fitness of yeast. (**A**) Pearson correlations between the global gene expressions of the indicated strains grown in YPD. Correlations are calculated from an average of at least two experiments. (**B**) Growth curves of the indicated H2A yeast strains over 10 hr in YPD. (**C**) Spot tests with 10-fold serial dilutions for the indicated strains in the presence of different drugs. (**D**) The proportion of yeast cells in a co-culture of WT and the indicated mutant H2A carrying Pgk1 gene fusion to GFP (green) or RFP (red) as indicated by color. **DOI:** http://dx.doi.org/10.7554/eLife.02792.016

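Single arrays of the same strain correlated at 0.986 to 0.992 for WT, 0.992 for R11, 0.993 for K11, 0.991 for ΔS15 and 0.991 for R11ΔS15 over the probe sets that are not controls. WT replicate 1 correlated at 0.999 with R11 replicate 1 and at 0.998 with K11 replicate 1, above its correlation with either other WT array. The highest value of all 55 array pairs, 0.999, was between WT replicate 3 and ΔS15 replicate 2, above every pair of arrays of 1 strain. The comparisons of ΔS15 and R11ΔS15 with WT take both labels as given. Arrays of WT, R11 and K11 with the same replicate number correlated at 0.997 to 0.999 (6 pairs). WT replicate 3 correlated at 0.991 with ΔS15 replicate 1, and at 0.992 with each R11ΔS15 array. The lowest value, 0.979, was between WT replicate 1 and R11ΔS15 replicate 2. Pairs of arrays within 1 of the spike-in sets had a median correlation of 0.992 (25 pairs), and pairs across the sets had 0.986 (30 pairs). On the log2 scale over the tested genes, WT replicate 3 correlated at 0.981 with WT replicate 1 and at 0.988 with WT replicate 2, at 0.985 and 0.997 with ΔS15 replicates 1 and 2, and at 0.987 and 0.988 with R11ΔS15 replicates 1 and 2, and the strain means correlated at 0.989 to 0.998.

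**Figure D4:**
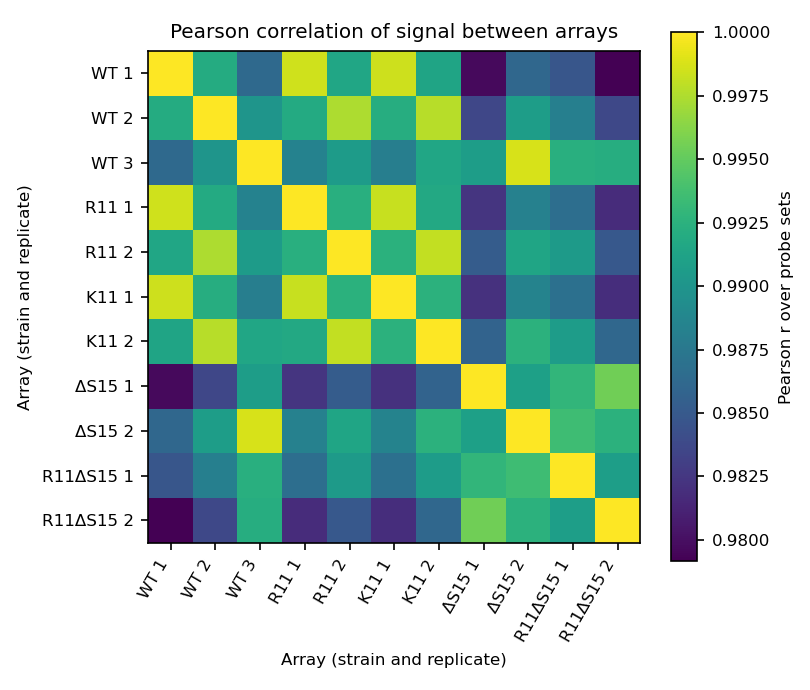
Pearson correlation of the signals between each pair of the 11 arrays (colour scale), arranged by strain and replicate on both axes. Pairs within WT replicates 1 and 2, R11 and K11, and pairs within WT replicate 3, ΔS15 and R11ΔS15, have a median of 0.992, and the other pairs have a median of 0.986.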

All strains also showed similar growth rates in rich media (Figure 6B) and no significant differences in sensitivity to hydroxyurea, methyl methanesulfonate (MMS), bleomycin, 4-nitroquinoline 1-oxide (4NQO), cycloheximide, and rapamycin, indicating no major defects with DNA replication or repair, protein synthesis, or the TOR signaling pathways (Figure 6C). But in competition growth assays in which equal amounts of WT and H2A mutant cells harboring the PGK1 gene fused to either GFP or RFP were co-cultured, the H2A mutants regardless of any effect on chromatin compaction, were outcompeted (Figure 6D). This suggests that changes in the H2A NTD sequence can affect the overall fitness of the cell.

### H2A NTD arginines and their surrounding residues are mutated in cancer and affect chromatin compaction

Deregulated chromatin compaction is often a pathological hallmark of cancer cells (Edens et al., 2012), although the underlying mechanisms are not well-understood. A survey of the COSMIC database (Forbes et al., 2011), as of the time of writing, revealed 41 documented missense mutations within the H2A NTD with 29 (71%) affecting a residue within one of the four arginine motifs (Figure 7A). R11, which had the strongest effect of any single arginine residue on chromatin compaction, is the most commonly mutated residue in the H2A NTD. We tested the effects of three of these mutations, R11C, H, and P and found that ectopic expression of each in normal human fibroblasts decreases chromatin compaction significantly with R11P having the strongest effect (Figure 7B,C). These cancer mutations have little effect on increasing nuclear area, however (Figure 7D,E), in contrast to R11A (Figure 4D). It is unclear to what extent the H2A mutants have to be expressed in cancer cells relative to the 17 canonical H2A genes in the human genome to affect chromatin compaction. But our data suggest that over-expression of an H2A mutant has the potential to disrupt chromatin compaction in cancer.

**Figure 7.**
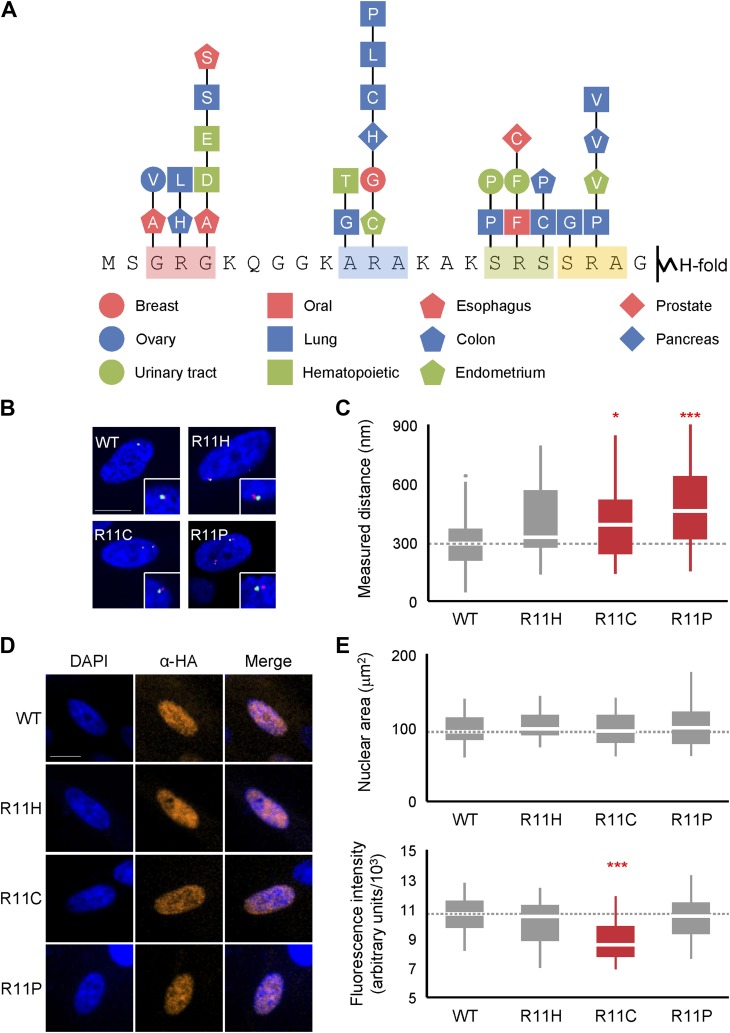
Mutations of H2A NTD found in cancers decreases chromatin compaction in human cells. (**A**) Schematic of the H2A NTD showing only the mutations within the arginine motifs found in various cancers as indicated by the colored shapes (Forbes et al., 2011). The letter within each shape represents the mutated amino acid. (**B**) FISH images of probes on chromosome 1 in normal primary IMR90 fibroblasts with HA-tagged WT or mutant H2A overexpressed as indicated. (**C**) Boxplot of the distributions of inter-probe distances. (**D**) Immunofluorescence images of IMR90 cells overexpressing HA-tagged WT or mutant H2A as indicated. Anti-HA primary and Alexa Fluor 647-conjugated secondary antibodies were used to determine expression in FISH images and for measurement of nuclear areas. (**E**) Top: boxplot of the distributions of largest nuclear cross-sectional areas in the indicated H2A overexpressing cells. Bottom: boxplot of the distributions of α-HA fluorescence intensities. Dashed lines mark the median value for the WT strain. All scale bars are 10 µm. Boxes are colored if the mean of the indicated strain is significantly different from WT. Red stars denote level of significance: *p<0.01; ***p<0.0001 (Supplementary files 4 and 5). **DOI:** http://dx.doi.org/10.7554/eLife.02792.017

## Discussion

In this study, we describe evolutionary adaptations of the histone H2A whereby single arginines in the NTD function to dramatically affect the degree of genome compaction. This mechanism is distinct from several other known chromatin compaction mechanisms in higher eukaryotes (Bednar et al., 1998; Dorigo et al., 2003; Shogren-Knaak et al., 2006; Zhou et al., 2007; Fierz et al., 2011) in that it involves the histone proteins themselves. The H2A-mediated chromatin compaction thus provides a novel but potentially complementary mechanism for genome compaction. Organisms with small genomes but also very small cell size may face similar physical constraints as those with larger genomes, and may therefore use arginine-containing H2A as a means for chromatin compaction. For instance, *Ostreococcus tauri* which possesses an R3-containing H2A, is a free-living unicellular algae that has a very small genome of 12.6 Mbp but a cell diameter of 0.8 µm (Palenik et al., 2007). *S. cerevisiae*, which does not contain an H2A with R3, has a similarly sized genome but has a cell diameter that is approximately five times larger. Furthermore, certain organisms such as *Oikopleura dioica*, which has one of the smallest genomes in animals, have distinctive life cycles and possess H2A genes with and without arginines, which may enable them to dynamically regulate genome compaction at different stages of their life cycles (Moosmann et al., 2011) (for species with H2A isoforms, see attached spreadsheet). So, the H2A arginines may have evolved in circumstances when the genome size became disproportionately large compared to nuclear volume. Interestingly, the toad, *Bufo gargarizans*, which has a genome size that is twice as large as the human genome, possesses an H2A gene with not only R3 and R11 but also glutamine 6 replaced with an arginine, suggesting that additional arginines in the H2A tail may enable further compaction in organisms with even larger genomes.

To better understand the three dimensional positions of the H2A NTD arginines, we examined a crystal structure of the mono-nucleosome in which R3, R11, R17, and R20 were all simultaneously crystalized, and visualized interactions between nucleosomes within the crystal lattice (Davey et al., 2002). Interestingly, while R17 and R20 are more buried within the octamer, R3 and R11 are situated close to the DNA backbone. R3 is at 2.87 Å from the DNA and could potentially bind the DNA gyre as the DNA wraps around the histone octamer. R11 forms close contacts with the DNA phosphate backbone of self and neighboring nucleosomes (4.09, 2.90 Å, respectively). Although these interactions may have helped form the crystal lattice, they also suggest a possible mechanism for tighter nucleosomal stacking in vivo through shielding of the DNA negative charge (Figure 1—figure supplement 2A,B; Davey et al., 2002). Thus, the evolutionary appearance of arginines in the H2A NTD sequence at positions 3 and 11 corresponds to strategic positioning of R3 and R11 within the nucleosome structure that may enable interactions with the DNA, leading to more compact chromatin.

Our in vivo data in yeast cells demonstrate that interprobe distances shorten in the presence of the H2A arginines R3 and R11. While the mechanism of this shortening is still unknown, the two most likely explanations are due to linear chromosomal compaction or increased chromatin looping (Bohn and Heermann, 2010). However, our data are more consistent with increased linear compaction due to several reasons. First, our analysis of multiple probes along Chr XVI in yeast demonstrates a uniform compaction between all probe pairs examined. Second, our in vivo data with human cell lines shows de-compaction of chromatin in the absence of R11. If chromatin looping was the mechanism, loops would have to be disassembled in human nuclei independent of factors such as CTCF and condensin. Third, our in vitro data show that R11 alone affects chromatin compaction even in absence of divalent cations. Because the in vitro experiments were performed with unmodified histones in arrays with equal linker lengths, this strongly points to a direct effect of H2A NTD arginines on chromatin compaction that occurs in short arrays. Both R3 and R11 are at contact distances from the DNA, and R11 may also contact the DNA backbone of the neighboring nucleosome (Figure 1—figure supplement 2). These intra- and inter-nucleosomal interactions with the arginines and the DNA may serve to neutralize the negative charge of the DNA backbone, leading to enhanced stacking of nucleosomes and hence increased compaction. Consistent with this model, the other two arginine residues in the H2A NTD, R17 and R20, which are more buried from the surface, do not affect compaction by themselves. However, their functions may be to modulate the effects of the surrounding residues. Although all canonical H2A genes contain R3 and R11 in humans, the cell may still be able to dynamically regulate chromatin compaction by these arginines. For instance, arginines may be subject to posttranslational modifications, such a methylation which makes the arginine residue bulkier, or citrullination which removes the positive charge (Wang et al., 2001; Hagiwara et al., 2005; Di Lorenzo and Bedford, 2011; Waldmann et al., 2011). Interestingly, the H2A NTD is situated in close proximity to the H2B CTD which when ubiquitylated, disrupts chromatin compaction in vitro (Fierz et al., 2011), lending support to the ability of this region of the nucleosome to modulate chromatin compaction.

The inability of lysines, especially at position 11, to increase chromatin compaction suggests exquisite structural constraints for H2A-mediated chromatin compaction. Although lysines and arginines both are positively charged, the positive charge of arginine is due to the presence of a guanidinium group that is structurally different from the positive charge of an amino group of a lysine residue. In this regard, it is interesting to note that only arginines contact DNA as it wraps around the nucleosome core (Luger et al., 1997); and arginines preferentially bind the minor groove of DNA compared to lysines (Rohs et al., 2009). The context in which lysines appear in evolution may be important as well. We did not observe a lysine at position 3 in our list of organisms, and K11 was present in organisms with medium-sized genomes and surrounded mainly by the motif VKG (Figure 1D,E). When tested in our *S. cerevisiae* strains, K11 was in the context of AKA. So, it is conceivable that additional amino acid changes would be required for lysines in the H2A NTD to increase genome compaction.

The nucleoskeletal theory proposes that chromatin structure influences the shape of the nucleus, and thus is a major determinant of nuclear volume (Cavalier-Smith, 2005), although the amount of DNA per se does not affect nuclear volume (Neumann and Nurse, 2007). Non-chromatin components such as nuclear import factors from the cytoplasm may also modulate nuclear size (Levy and Heald, 2010). Our data suggest that in particular cases, the effects of H2A NTD mutations on chromatin compaction are linked to nuclear volume, although not in a straightforward relationship. While arginines at positions 3 and 11 increase chromatin compaction and reduce nuclear volume, lysines at the same positions have no effect on chromatin compaction yet increase nuclear volume. Removal of serines at positions 10 or 15 has little effect on compaction but also increase nuclear volume. In human cells, expression of all R11 mutants (R11A, C, H, and P) decreased compaction but only R11A also affected nuclear area. Although we do not observe a clear-cut relationship between nuclear volume and chromatin compaction, our data identify a region of the nucleosome that is directly or indirectly linked to nuclear volume control mechanisms.

Since alterations in chromatin structure often cause changes in transcription (Parra and Wyrick, 2007), we were surprised that mutant H2A-containing yeast had very similar gene expression profiles as WT cells, grew at similar rates, did not have altered cell cycle profiles, and were not sensitive to DNA damaging drugs or environmental challenges. These data raise the possibility that H2A-mediated compaction of chromatin may have evolved as a mechanism to enable regulation of chromatin compaction without having to make compensatory changes to all other processes that are also based on DNA such as transcription. Nevertheless, it remains to be determined what molecular or cellular processes govern the optimal level of chromatin compaction and nuclear volume for an organism. 

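Gene lists of the cell cycle and of the DNA damage response had medians near the WT mean in the H2A mutants, with members on both sides. The median log2 fold change of 35 genes of the G1/S transition was -0.06 in R11, -0.05 in K11, -0.01 in ΔS15 and 0.04 in R11ΔS15. For 26 genes of the G2/M transition the medians were 0.01, 0.04, 0.01 and 0.01 in the same order, and for 27 genes of the M/G1 transition -0.05, -0.06, 0.00 and -0.02. The 22 genes of the DNA damage response had medians between -0.04 in R11 and 0.06 in ΔS15, and in R11ΔS15 their lower and upper quartiles were -0.06 and 0.27, the widest spread of these lists. Single WT arrays lay further from the WT mean, at -0.15 to 0.14 for G1/S and -0.15 to 0.15 for the DNA damage response. Changes within this spread cannot be told from the variation between arrays. Between R11ΔS15 and ΔS15 the G1/S genes passed limma's camera with the preset correlation (adjusted p = 0.0396) but not with an estimated one. Against WT, none of these lists passed limma's camera test in a mutant (smallest adjusted p = 0.131, for G2/M in K11). Genes of silencing factors, chromatin remodelers, condensin, cohesin and topoisomerases, and the nuclear pore did not pass either, with medians from -0.08 for the nuclear pore in R11ΔS15 to 0.04 for silencing factors in ΔS15.
In R11, 2 lists passed camera with the preset correlation. The 7 a-specific genes, which are expressed in haploid cells of mating type a, had a median of 0.09 (6 of 7 on the higher side, MFA1 at 0.22), with an adjusted p of 0.867 with an estimated correlation. They lost the call without WT replicate 2 (limma's camera, adjusted p = 0.191), R11 replicate 1 (0.0535) or R11 replicate 2 (0.0522), and MFA1 had 0.13 without WT replicate 2 or R11 replicate 1. The cytosolic ribosomal proteins had a median of 0.03 (84 of 128 on the higher side, RPP1A at 0.21), which turned to -0.03 without WT replicate 3, was 0.05 without WT replicate 1 or WT replicate 2 and lost the call without R11 replicate 1 (0.484), with RPP1A at 0.14 without R11 replicate 2, and an adjusted p of 0.967 with an estimated correlation. Without WT replicate 3 the ribosomal proteins in R11 still passed with the preset correlation although their median had turned, so that the direction of this call depends on that array. In K11, 4 lists passed: general stress response (median 0.06, 35 of 50 on the higher side), multidrug and oxidative stress (0.06, 22 of 29), cell wall proteins (0.05, 19 of 26, PST1 at 0.42) and glycolysis and fermentation (0.05, 15 of 21). With an estimated correlation their adjusted p was at least 0.929. Each of these 4 calls was lost without 2 or more single arrays. The stress response in K11 had 0.02 without WT replicate 2, where its call was lost, as it was without K11 replicate 2, and 0.11 without WT replicate 3. The multidrug and oxidative stress list had 0.01 without K11 replicate 2 and 0.13 without K11 replicate 1, with its call lost without K11 replicate 2, WT replicate 1 or WT replicate 3. The cell wall proteins had 0.02 without K11 replicate 1 and 0.03 without WT replicate 3, with the call lost in both, 0.01 without WT replicate 2, 0.09 without WT replicate 1 and 0.11 without K11 replicate 2, and PST1 had 0.15 and 0.70 without K11 replicates 1 and 2. Glycolysis and fermentation turned to -0.02 in K11 without WT replicate 3 and had 0.01 without K11 replicate 2, with the call lost in both, and 0.12 without K11 replicate 1 and 0.09 without WT replicate 2.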

The stable alterations of chromatin compaction in eukaryotic model organisms through genetic manipulation of H2A should facilitate further experiments to uncover these processes.

## Materials and methods

### Strains and media

The yeast strains used in this study are listed in Supplementary file 1A. Yeast cells were grown in YPD at 30°C unless otherwise noted. C-terminal tagging of yeast proteins was performed as described previously (Longtine et al., 1998). Mammalian cell lines were maintained at 37°C and 5% CO_2_ and cultured with 10% fetal bovine serum and DMEM (Life Technologies, Grand Island, NY).

### Histone sequence database construction and analysis

Sequences were initially extracted from the Entrez database using a keyword search for ‘histone’, and removing non-histone sequences by using keyword searches such as ‘histone-like’, ‘ubiquitin’, and ‘acetyl’, yielding 54,646 results. Blast 2.0 (Camacho et al., 2009) was used to align the sequences against the highly conserved histone fold region of the four core histones from *Homo sapiens*. Thresholds for true hits were set at >35% identity match and >90% overlap match with the histone fold globular domain region. All duplicate sequences were removed, and further sequence comparisons were made for histone H3 and H2A sequences to filter variants within them. The canonical sequence data sets comprised 672 sequences for histone H3, 357 sequences for histone H4, 518 sequences for histone H2B, and 435 sequences for histone H2A. To further select one canonical sequence for a species among isotypes and variants when annotation was missing, the sequences were compared to the canonical *H. sapiens* and *S. cerevisiae* sequence, and the sequence with the highest similarity was selected. Using only completely sequenced species, the final histone sequence data set included canonical sequences for 160 species from plants, fungi, protozoa, and animals, with genome sizes ranging from 8 to 5600 Mbp.

Sequences for the four core histones were subsequently split into the N-terminal tail, globular domain, and C-terminal tail (in the case of H2A and H2B) sub-sequences. For discovery of patterns of residue changes according to genome size, each of the sub-sequences was further sub-grouped into small (<100 Mbp), medium (100–1000 Mbp), and large (>1000 Mbp) genome sizes. The frequency of the amino acid residues in each sequence in the sub-groups was determined, and a p-value for the comparison between sub groups was obtained using a Mann–Whitney U Test. Multiple sequence alignment profiles were created using the Muscle sequence comparison tool from Embl-EBI (Edgar, 2004a, 2004b). Weblogo3 (Schneider and Stephens, 1990; Crooks et al., 2004) was used for motif discovery. Heat maps for residue positions were constructed using Cluster 3.0 (de Hoon et al., 2004) and Java Treeview (Saldanha, 2004).

### Yeast H2A mutagenesis

Site directed mutagenesis was performed using the QuickChange Lightning kit (Agilent Technologies, Santa Clara, CA) on the pFL142 plasmid. Supplementary file 1B contains all the plasmids that were used and constructed in this study. The sequences of primers are listed in Supplementary file 1C. The correct mutation was verified by sequencing.

### Measurement of yeast nuclear volume

Yeast strains were generated that contained a C-terminally tagged Nup49p-GFP fusion. Cells were grown in a rich medium to 0.6–0.8 × 10^7^ cells/ml, fixed in a growth medium with 4% paraformaldehyde for 15 min at room temperature, washed twice in PBS, and mounted on a poly-L-lysine-coated slide with mounting medium (Vector Laboratories, Burlingame, CA). Z-stacks were obtained as described in the microscopy imaging section, and GFP excitation was achieved at 488 nm. Resulting z-stack images were de-convolved using a constrained iterative algorithm from SlideBook 5.0 software and nuclear volumes were measured by masking the inside of each nucleus, which were delineated by the GFP signal. The resulting mask was used to calculate volumes through the SlideBook software. Statistical analysis was performed using the Student's *t* test.

### Measurement of yeast cellular volume

Yeast strains were grown in rich medium to 0.6–0.8 × 10^7^ cells/ml, fixed in growth medium with 4% paraformaldehyde for 15 min at room temperature, washed twice in PBS, and stained with a 1:50 dilution of concanavalin A conjugated with tetramethylrhodamine (Life Technologies) for 15 min at room temperature. Cells were washed twice in PBS, once in water, and mounted on a poly-L-lysine-coated slide with mounting medium. Z-stacks were obtained as described in the microscopy imaging section with mRFP excitation. Cell volume was measured by masking the inside of the RFP signal as described in the measurement of yeast nuclear volume.

### FISH probes

For yeast FISH analysis, DNA templates for probes 1, 3, and 4 came from cosmids 71042, 70912, and 70982 (American Type Culture Collection, Manassas, VA) as described elsewhere (Guacci et al., 1994). DNA templates for Probe 2 were obtained by PCR amplification of a 10-kb region starting at coordinate 364647 of chromosome 16 using three primer pairs (Probe2_P1, Probe2_P2, Probe2_P3, Supplementary file 1C). All DNA templates were digested to smaller fragments using Sau3a (New England BioLabs, Ipswich, MA). Fragments were directly labeled using BioPrime labeling kit (Life Technologies) with either ChromaTide Alexa Fluor 488-5-dUTP or ChromaTide Alexa Fluor 568-5-dUTP (Life Technologies).

For human cell FISH analysis, DNA templates for probes came from BACS RP11-252L24 and RP11-195J4 spaced 0.488 Mb apart on chromosome 1. Each BAC was digested into smaller fragments using Sau3a and fragments were directly labeled using BioPrime labeling kit with either ChromaTide Alexa Fluor 488-5-dUTP or ChromaTide Alexa Fluor 568-5-dUTP, as described above.

### Fluorescent in situ hybridization analysis in yeast

Yeast strains were grown in rich medium to 0.6–0.8 × 10^7^ cells/ml and fixed in a growth medium with 4% paraformaldehyde for 15 min at room temperature. Cells were then washed twice in the growth medium and re-suspended in 2 ml of EDTA-KOH (0.1 M, pH 8.0) and 10 mM DTT and incubated for 10 min with shaking at 30°C. Cells were spun down and re-suspended in 2 ml of YPD + 1.2 M sorbitol with 50 µg/ml of Zymolyase 100-T (Sunrise Science Products, San Diego, CA) and 400 U/ml of lyticase (Sigma-Aldrich, St. Louis, MO) and incubated at 30°C for 16 min with shaking. Spheroplasts were then washed twice in YPD + 1.2 M sorbitol and transferred to a poly-L-lysine-coated slide. After settling for 5 min, excess liquid was aspirated away and the slides were allowed to air dry for 5 additional min. The slides were washed in methanol for 10 min and then acetone for 30 s before air drying. Cells were then dehydrated in a series of cold ethanol washes (70%, 80%, 90%, 100%, 1 min each) and allowed to air dry. Denaturing solution (70% deionized formamide, 2 × SSC) was added to the slide, and cells were denatured at 75°C for 7–10 min. The slides were immediately put through another cold ethanol dehydration series and allowed to air dry. Hybridization solution (50% deionized formamide, 2 × SSC, 10% dextran sulfate, 100 ng/µl salmon sperm DNA) containing fresh probes was added to the slide, and the probes were hybridized for 40–48 hr at 37°C. The slides were then washed in two 5 min washes in 0.05 × SSC at 48°C and washed twice in BT Buffer (0.15 M NaHCO3 pH 7.5, 0.1% Tween) for 5 min at room temperature. Mounting medium containing DAPI (Vector Laboratories) was added to the slides, and a coverslip was sealed with nail polish.

Inter-probe distances were measured in single projections as described elsewhere (Bystricky et al., 2004) by finding the pixel distance between weighted centers of the green signal and red signal and converted to nm by the appropriate factor.

### Microscopy imaging

A 3i Marianas SDC confocal microscope equipped with a Zeiss AxioObserver Z1 with a 100 × /1.45 NA objective and Yokogawa CSU-22 confocal head was used. Images were captured by a Hamamatsu EMCCD C9100-13 camera controlled by Slidebook 5.0/5.5 (Intelligent Imaging Innovations, Denver, CO). DAPI, GFP, mRFP, and Far-red images were acquired by excitation at 360 nm, 488 nm, 561 nm, and 640 nm from a high-speed AOTF laser launch line. A step size of 0.3 (yeast) or 0.5 (human) µm was used for z-stack acquisition.

### Micrococcal nuclease digestion

Micrococcal nuclease (MNase) digestions were performed on exponentially growing yeast cells as described previously, except that the enzyme was obtained from Sigma-Aldrich (Sigma-Aldrich) (Rando, 2010).

### RNA expression analysis

RNA was extracted from exponentially growing yeast as described previously (Schmitt et al., 1990). PolyA-RNA was prepared, labeled, and hybridized to Affymetrix Gene ChIP Yeast Genome 2.0 array by the UCLA clinical microarray core facility and data normalized according to manufacturer's indications. The data are accessible at Gene Expression Omnibus with accession number GSE50440.

### DNA template and histone preparation for in vitro studies

A plasmid containing 12 tandem 177 bp repeats of the high affinity 601 sequence was obtained from Craig L Peterson's laboratory (Shogren-Knaak et al., 2006). DNA arrays were prepared as described previously (Luger et al., 1999). After excision with EcoRV, the arrays were gel purified. QuikChange Lightning Site-Directed Mutagenesis (Agilent Technologies) was used to create H2A ΔR11 using primers as listed in Supplementary file 1C. Recombinant *X. laevis* histones were expressed in bacteria and purified as described previously (Luger et al., 1999). Equimolar amounts of all histones were co-folded to form octamers. Intact octamers were purified from aggregates and free H2A-H2B dimers using Pharmacia Superdex 200 gel filtration column (GE Healthcare Bio-Sciences, Pittsburgh, PA).

### Nucleosome array assembly

Recombinant histone octamers and the 601-177-12 DNA template (Lowary and Widom, 1998) were combined in stoichiometric amounts where 1.0 equivalent of histone octamers and 1.0 equivalents of DNA template were mixed in 2.0 M NaCl. Nucleosome arrays were assembled by step-wise salt dialysis in decreasing NaCl concentration: 1.6 M, 1.2 M, 1.0 M, 0.6 M, 0.4 M, 0.1 M, and 0.025 M (in 10 mM Tris pH 8.0, 0.25 mM EDTA), followed by exchanges with 2.5 mM NaCl and 10 mM Tris pH 8.0 without EDTA. Each dialysis step was performed at 4°C for 4 hr to overnight. Partially assembled chromatin was eliminated by precipitation in 4.0 mM MgCl_2_ (Dorigo et al., 2003). The extent of array saturation was assessed by ScaI digestion (200 ng total DNA/chromatin, 3 units ScaI, 50 mM NaCl, 50 mM Tris pH 7.4, 0.5 mM MgCl_2_), performed for 16 hr at room temperature followed by 1 hr at 37°C, and subsequent analysis using a 5% native polyacrylamide gel (Luger et al., 1999).

### Analytical ultracentrifugation

Nucleosome arrays were allowed to equilibrate at room temperature in buffer (2.5 mM NaCl, 10 mM Tris–HCl pH 8.0) containing either 0.1 mM EDTA or 0.6 and 0.8 mM MgCl_2_. Samples were centrifuged at 20,000 RPM on a Beckman Optima XL-I analytical ultracentrifuge using an An60 Ti rotor after a 1 hr equilibration at 20°C under vacuum. Time-dependent sedimentation was monitored at 260 nm. Boundaries were analyzed by the method of van Holde and Weischet (Weischet et al., 1978; Hansen and Turgeon, 1999).

### Combined immunofluorescence and fluorescent in situ hybridization in human cells

N-terminally HA-tagged WT H2A of *X. laevis* was cloned by PCR into mammalian expression vector pCMV-HA (Clontech Laboratories, Mountain View, CA) between EcoRI and NotI sites. C-terminally Myc-FLAG-tagged human H2A, in a mammalian expression vector, was obtained from OriGene (RC200688, Origene Technologies, Rockville, MD). Site directed mutagenesis was performed using the QuickChange Lightning kit (Agilent Technologies) on these expression plasmids. Human cells (HEK293, IMR90 and MDA-MB-453) were grown on glass coverslips in 24-well plates in DMEM containing 10% fetal bovine serum and transfected with the indicated H2A expression plasmids using BioT transfection reagent (Bioland Scientific, Paramount, CA) or Lipofectamine LTX with Plus reagent (Life Technologies). Cells were grown for 48 hr post-transfection. For immunofluorescence only, transfected cells were fixed with ice-cold methanol for 15 min at −20°C followed by washing with PBS-T. For combined immunofluorescence and FISH, transfected cells were fixed with 4% paraformaldehyde in PBS for 10 min at room temperature followed by washing with PBS. Cells were then permeabilized in 0.5% Triton X-100 in PBS for 10 min at room temperature followed by washing with PBS. Cells were blocked in 5% BSA and incubated with anti-HA antibody (ab9110; 1:250 dilution, Abcam, Cambridge, MA) or anti-FLAG antibody (F1804; 1:1000 dilution, Sigma-Aldrich). Cells were washed and incubated with secondary antibody (A11008; 1:500 Alexa Fluor 488 goat anti-rabbit, A21245; 1:250 Alexa Fluor 647 goat anti-rabbit, A11001; 1:500 Alexa Fluor 488 goat anti-mouse, or A21235; 1:100 Alexa Fluor 647 goat anti-mouse, Life Technologies). For immunofluorescence, cells were washed and then incubated with Hoechst stain (0.001 mg/ml in PBS). After final washes, cover slips were mounted and imaged. Fluorescence was visualized as above except with the use of 63X magnification.

For FISH, cells were washed, following secondary antibody incubation, in CSK buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 10 mM PIPES pH 6.8) and permeabilized in CSKT buffer (CSK+0.5% Triton X-100) before being fixed for 10 min in 4% paraformaldehyde in PBS at room temperature. Cells were immediately put through a cold ethanol dehydration series (5 min each at 85%, 95%, and 100%) and allowed to air dry. Cells were rehydrated in 2 × SSC for 5 min and then RNase-treated for 30 min at 37°C in a humid chamber. Cells were washed with 2 × SSC and denatured at 80°C for 15–20 min with 70% deionized formamide and 2 × SSC. They were immediately cooled with cold 2 × SSC and put through another cold ethanol dehydration series. Probes were added to cells and allowed to hybridize for 48 hr. After hybridization, cells were washed with 50% formamide in 2 × SSC, 2 × SSC, and 1 × SSC containing DAPI. Slides were mounted, imaged, and analyzed as described above. Nuclear staining, in H2A-expressing cells, was used to measure lengths of the long and short orthogonal nuclear axes. Estimated nuclear cross-sectional area was calculated using the following formula: Area = (D_1_/2) * (D_2_/2)*π, where D_1_ and D_2_ are long and short axis lengths, respectively.

### Competition assays

Two sets of yeast strains were generated in which Pgk1p was C-terminally fused with either GFP or RFP (Supplementary file 1A). GFP-labeled WT H2A strains were co-cultured with RFP-labeled mutant H2A strains at a 1:1 ratio and at an optical density of ∼0.4. Corresponding co-cultures with switched fluorescent labels were also made. Cultures were incubated at 30°C for 72 hr and were diluted every 6–12 hr to maintain cells in exponential growth phase. Samples were collected every 12 hr for analysis by flow cytometry. Collected cells were fixed in 70% ethanol, washed, and re-suspended in 50 mM sodium citrate, pH 7.0, and mildly sonicated to disrupt aggregates. GFP- and RFP- labeled cells were counted using a Becton Dickinson FACScan cytometer, and the proportion of each in the population was calculated.

### Cell cycle analysis

Cell cycle analysis of exponentially growing cells was performed essentially as described previously (Zou et al., 1997), except that cells were stained with 1 μM SYTOX Green (Life Technologies).

### Spot tests

Approximately 1.0 × 10^7^ exponentially growing yeast cells were collected and re-suspended in 100 μl of H_2_O and 10-fold serially diluted. Subsequently, 5 μl was spotted on agar plates containing media and drugs as indicated in the figures and incubated at 30°C for 2–6 days.

## Additional files

Supplementary file 1. Tables of yeast strains, plasmids, and primers. **DOI:** http://dx.doi.org/10.7554/eLife.02792.018

Supplementary file 2. Table of yeast FISH results. **DOI:** http://dx.doi.org/10.7554/eLife.02792.019

Supplementary file 3. Table of yeast nuclear and cellular volumes. **DOI:** http://dx.doi.org/10.7554/eLife.02792.020

Supplementary file 4. Table of human FISH results. **DOI:** http://dx.doi.org/10.7554/eLife.02792.021

Supplementary file 5. Table of human nuclear area results. **DOI:** http://dx.doi.org/10.7554/eLife.02792.022

### Major dataset

The following dataset was generated:

SiavashKurdistani, 2014, Expression data from Saccharomyces cerevisiae histone H2A mutants, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50440, Publicly Available at NCBI Gene Expression Omnibus.

# Supplementary material for: Evolution of histone 2A for chromatin compaction in eukaryotes
**Source:** eLife. 2014 Jun 17;3:e02792. doi: 10.7554/eLife.02792
**Supplement:** Supplementary file 1. — Tables of yeast strains, plasmids, and primers. DOI: http://dx.doi.org/10.7554/eLife.02792.018

**Supplementary file 1**

Part A: List of yeast strains used in this study

Part B: List of yeast plasmids used in this study

| Name | Description | Reference |
| --- | --- | --- |
| pFL142 | *CEN6, ARSH4, HIS3, HTA1* | Lefant et al., 1996 |
| pR3 | *CEN6, ARSH4, HIS3, hta1-R3* | this study |
| pR11 | *CEN6, ARSH4, HIS3, hta1-R11* | this study |
| pK3 | *CEN6, ARSH4, HIS3, hta1-K3* | this study |
| pK11 | *CEN6, ARSH4, HIS3, hta1-K11* | this study |
| pK3K11 | *CEN6, ARSH4, HIS3, hta1-K3K11* | this study |
| pR3R11 | *CEN6, ARSH4, HIS3, hta1-R3R11* | this study |
| pR6 | *CEN6, ARSH4, HIS3, hta1-R6* | this study |
| pΔGS10 | *CEN6, ARSH4, HIS3, hta1-ΔG9ΔS10* | this study |
| pR3ΔGSR11 | *CEN6, ARSH4, HIS3, hta1-R3ΔG9ΔS10R11* | this study |
| pΔS15 | *CEN6, ARSH4, HIS3, hta1-ΔS15* | this study |
| pR11ΔS15 | *CEN6, ARSH4, HIS3, hta1-R11ΔS15* | this study |
| pK11ΔS15 | *CEN6, ARSH4, HIS3, hta1-K11ΔS15* | this study |
| pR3ΔS10R11ΔS15 | *CEN6, ARSH4, HIS3, hta1-R3 ΔS10R11ΔS15* | this study |

Part C: List of oligonucleotide primers used in this study

| **Name** | **Sequence** |
| --- | --- |
| R11_f | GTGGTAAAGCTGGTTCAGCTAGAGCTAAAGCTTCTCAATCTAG |
| R11_r | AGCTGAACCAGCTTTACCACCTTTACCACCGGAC |
| R6_f | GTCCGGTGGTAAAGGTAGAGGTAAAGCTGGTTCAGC |
| R6_r | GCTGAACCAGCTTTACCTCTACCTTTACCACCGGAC |
| K11_f | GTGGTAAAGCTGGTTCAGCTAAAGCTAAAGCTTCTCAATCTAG |
| R3R11_r | AGCTGAACCAGCTTTACCACCTTTACCTC |
| ΔGS10_f | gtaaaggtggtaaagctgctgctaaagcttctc |
| ΔGS10_r | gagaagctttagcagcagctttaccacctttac |
| R3ΔGS10R11_f | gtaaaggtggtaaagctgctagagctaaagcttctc |
| R3ΔGS10R11_r | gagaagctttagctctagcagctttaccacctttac |
| ΔS15_f | cagctgctaaagctcaatctagatctgc |
| ΔS15_r | gcagatctagattgagctttagcagctg |
| R11ΔS15_f | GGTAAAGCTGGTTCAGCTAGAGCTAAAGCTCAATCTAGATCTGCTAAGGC |
| R11ΔS15_r | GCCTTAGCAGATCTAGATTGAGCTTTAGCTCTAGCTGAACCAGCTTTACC |
| K11ΔS15_f | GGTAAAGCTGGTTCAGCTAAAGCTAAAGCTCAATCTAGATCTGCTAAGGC |
| K11ΔS15_r | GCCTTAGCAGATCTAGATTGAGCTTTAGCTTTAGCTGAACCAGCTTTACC |
| R3ΔS10R11ΔS15_f | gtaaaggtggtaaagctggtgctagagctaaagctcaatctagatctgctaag |
| R3ΔS10R11ΔS15_r | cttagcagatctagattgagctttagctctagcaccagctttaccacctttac |
| Probe2_P1_f | CTCGTCCTCTGAACCAAAGC |
| Probe2_P1_r | ACCACATCGTTGTCCTCACA |
| Probe2_P2_f | TGACGAGCCATCTTTGTCAG |
| Probe2_P2_r | CCAGTAGGCGGTTGAATGTT |
| Probe2_P3_f | AGTGGAAACCACCGTTTCTG |
| Probe2_P3_r | CACTAGCGGCAGTTGATTGA |
| H2A_dR3_f | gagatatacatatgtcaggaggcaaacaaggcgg |
| H2A_dR3_r | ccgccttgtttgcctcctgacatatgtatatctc |
| H2A_dR11_f | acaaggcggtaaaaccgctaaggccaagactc |
| H2A_dR11_r | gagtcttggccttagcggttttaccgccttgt |
| H2A_R11A_f | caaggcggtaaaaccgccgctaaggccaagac |
| H2A_R11A_r | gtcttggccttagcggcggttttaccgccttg |
| H2A_R11K_f | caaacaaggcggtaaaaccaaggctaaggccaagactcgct |
| H2A_R11K_r | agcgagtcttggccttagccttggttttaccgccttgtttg |
| H2A_Δ1-12_f | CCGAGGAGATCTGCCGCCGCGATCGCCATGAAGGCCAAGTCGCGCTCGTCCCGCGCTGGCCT |
| H2A_Δ1-12_r | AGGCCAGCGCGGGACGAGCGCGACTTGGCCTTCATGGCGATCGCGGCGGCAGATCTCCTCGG |
| F_H2A_wt_EcoRI | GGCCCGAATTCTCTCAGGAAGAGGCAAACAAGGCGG |
| F_H2AdelR3_EcoRI | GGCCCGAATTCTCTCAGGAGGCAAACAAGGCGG |
| R_H2A_NotI | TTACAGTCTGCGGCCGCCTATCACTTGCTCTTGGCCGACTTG |

# Supplementary material for: Evolution of histone 2A for chromatin compaction in eukaryotes
**Source:** eLife. 2014 Jun 17;3:e02792. doi: 10.7554/eLife.02792
**Supplement:** Supplementary file 2. — Table of yeast FISH results. DOI: http://dx.doi.org/10.7554/eLife.02792.019

**Supplementary file 2**

Yeast FISH Data

| **Yeast FISH - Probe Set A** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Strain** | **nm** | | | | **% change** | **p-value** | **No. cells** |
|  | **Minimum** | **Maximum** | **Mean** | **Median** |  |  |  |
| WT | 364 | 1487 | 757 | 714 | 0 | 1.0E+00 | 63 |
| R3 | 178 | 1377 | 619 | 584 | -18 | 9.5E-04 | 90 |
| R11 | 22 | 1101 | 584 | 605 | -23 | 8.6E-04 | 49 |
| R3R11 | 79 | 1102 | 557 | 553 | -26 | 8.2E-06 | 72 |
| R3(ΔGS10)R11 | 107 | 1410 | 516 | 497 | -32 | 2.1E-06 | 51 |
| R11ΔS15 | 67 | 1378 | 455 | 415 | -40 | 3.9E-08 | 57 |
| K3 | 272 | 1378 | 749 | 772 | -1 | 8.6E-01 | 64 |
| K11 | 236 | 1421 | 808 | 820 | 7 | 3.1E-01 | 56 |
| K3K11 | 164 | 1430 | 747 | 751 | -1 | 8.3E-01 | 71 |
| K11ΔS15 | 124 | 1355 | 665 | 659 | -12 | 9.2E-02 | 42 |
| ΔGS10 | 66 | 1084 | 649 | 666 | -14 | 3.2E-02 | 60 |
| ΔS15 | 30 | 1236 | 668 | 726 | -12 | 9.4E-02 | 49 |
| R6 | 106 | 1410 | 674 | 672 | -11 | 5.6E-02 | 73 |
| K20R | 205 | 1539 | 708 | 686 | -6 | 3.0E-01 | 64 |
| R17K | 230 | 1598 | 743 | 699 | -2 | 7.9E-01 | 54 |
| **Yeast FISH - Probe Set B** | | | | | | | |
| WT | 259 | 1372 | 626 | 599 | 0 | 1.0E+00 | 59 |
| R11 | 64 | 1231 | 514 | 476 | -18 | 1.4E-02 | 60 |
| ΔS15 | 88 | 1452 | 586 | 549 | -6 | 2.8E-01 | 53 |
| R11ΔS15 | 66 | 934 | 446 | 433 | -29 | 2.3E-05 | 51 |
| **Yeast FISH - Probe Set C** | | | | | | | |
| WT | 91 | 1192 | 493 | 485 | 0 | 1.0E+00 | 75 |
| R11 | 74 | 1481 | 399 | 349 | -19 | 1.4E-03 | 50 |
| ΔS15 | 153 | 896 | 456 | 437 | -8 | 1.9E-01 | 55 |
| R11ΔS15 | 89 | 925 | 398 | 410 | -19 | 5.4E-03 | 48 |
| **Yeast FISH - Probe Set D** | | | | | | | |
| WT | 65 | 1029 | 361 | 342 | 0 | 1.0E+00 | 85 |
| R11 | 41 | 802 | 299 | 261 | -17 | 4.8E-05 | 70 |
| ΔS15 | 33 | 648 | 323 | 324 | -11 | 8.7E-02 | 51 |
| R11ΔS15 | 16 | 748 | 273 | 237 | -24 | 1.6E-07 | 62 |
| **Yeast (FY406) FISH - Probe Set A** | | | | | | | |
| WT | 172 | 1318 | 728 | 723 | 0 | 1.0E+00 | 80 |
| R11 | 56 | 1158 | 609 | 617 | -16 | 7.5E-03 | 86 |
| ΔS15 | 165 | 1379 | 730 | 766 | 0 | 9.7E-01 | 62 |
| R11ΔS15 | 23 | 1225 | 532 | 512 | -27 | 8.5E-05 | 61 |

# Supplementary material for: Evolution of histone 2A for chromatin compaction in eukaryotes
**Source:** eLife. 2014 Jun 17;3:e02792. doi: 10.7554/eLife.02792
**Supplement:** Supplementary file 3. — Table of yeast nuclear and cellular volumes. DOI: http://dx.doi.org/10.7554/eLife.02792.020

**Supplementary file 3**

Yeast Nuclear Volume Data

| **Yeast nuclear volume (TSY107 Background)** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Nuclear Vol** | **µm^3^** | | | | **% change** | **p-value** | **No. cells** |
|  | **Minimum** | **Maximum** | **Mean** | **Median** |  |  |  |
| WT | 0.6 | 6.9 | 2.9 | 2.8 | 0 | 1.0E+00 | 188 |
| R3 | 0.6 | 6.5 | 2.8 | 2.6 | -5 | 4.1E-01 | 177 |
| R11 | 0.7 | 7.0 | 2.3 | 2.1 | -20 | 5.9E-05 | 201 |
| R3R11 | 0.4 | 6.9 | 2.5 | 2.3 | -16 | 3.0E-03 | 180 |
| R3(ΔGS10)R11 | 0.7 | 8.1 | 3.1 | 3.0 | 6 | 3.7E-01 | 196 |
| R11ΔS15 | 0.8 | 6.2 | 2.8 | 2.7 | 0 | 4.2E-01 | 150 |
| K3 | 0.5 | 9.1 | 3.3 | 3.1 | 13 | 9.4E-03 | 181 |
| K11 | 0.7 | 10.8 | 3.2 | 2.9 | 3 | 2.6E-01 | 191 |
| K3K11 | 1.0 | 9.3 | 3.8 | 3.6 | 31 | 5.4E-08 | 172 |
| K11ΔS15 | 0.8 | 8.9 | 3.0 | 2.9 | 2 | 6.6E-01 | 186 |
| ΔGS10 | 0.8 | 12.6 | 3.5 | 3.1 | 10 | 3.0E-02 | 198 |
| ΔS15 | 0.8 | 8.8 | 3.3 | 3.0 | 9 | 9.7E-03 | 202 |
| R6 | 0.8 | 10.3 | 3.4 | 3.1 | 10 | 1.0E-03 | 201 |
| K20R | 0.7 | 9.3 | 3.3 | 3.0 | 7 | 1.5E-02 | 199 |
| R17K | 0.7 | 8.3 | 3.0 | 2.5 | 0 | 2.7E-01 | 199 |
| **Yeast nuclear volume (FY406 Background)** | | | | | | | |
| WT | 1.0 | 5.1 | 2.5 | 2.3 | 0 | 1.0E+00 | 268 |
| R11 | 1.0 | 3.9 | 2.0 | 1.9 | -17 | 7.0E-07 | 195 |
| ΔS15 | 1.0 | 5.0 | 2.4 | 2.1 | -3 | 4.9E-01 | 194 |
| R11ΔS15 | 1.0 | 4.2 | 2.0 | 1.8 | -19 | 1.9E-07 | 191 |
| **Yeast cellular volume (TSY107 Background)** | | | | | | | |
| WT | 11.4 | 92.8 | 46.1 | 42.6 | 0 | 1.0E+00 | 178 |
| R11 | 12.1 | 155.9 | 48.2 | 43.4 | 4 | 2.9E-01 | 199 |
| K11 | 10.7 | 114.1 | 44.2 | 44.2 | -4 | 5.0E-01 | 209 |
| ΔS15 | 13.7 | 123.5 | 47.0 | 47.0 | 2 | 5.0E-01 | 83 |
| R11ΔS15 | 13.0 | 99.5 | 46.0 | 46.0 | 0 | 4.3E-01 | 104 |

# Supplementary material for: Evolution of histone 2A for chromatin compaction in eukaryotes
**Source:** eLife. 2014 Jun 17;3:e02792. doi: 10.7554/eLife.02792
**Supplement:** Supplementary file 4. — Table of human FISH results. DOI: http://dx.doi.org/10.7554/eLife.02792.021

**Supplementary file 4**

Human FISH Data

| **Human FISH – IMR90 cells – HA Tag** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **IMR90** | **nm** | | | | **% change** | **p-value** | **No. cells** |
|  | **Minimum** | **Maximum** | **Mean** | **Median** |  |  |  |
| WT | 35 | 1079 | 312 | 293 | 0 | 1.0E+00 | 94 |
| ΔR3 | 57 | 702 | 363 | 406 | 16 | 8.3E-03 | 53 |
| R11K | 90 | 975 | 382 | 351 | 23 | 2.3E-02 | 40 |
| R11A | 28 | 1087 | 437 | 420 | 40 | 1.05E-05 | 62 |
| ΔR3R11A | 70 | 1161 | 420 | 394 | 43 | 3.5E-03 | 54 |
| R11H | 71 | 892 | 399 | 325 | 28 | 1.1E-02 | 52 |
| R11C | 84 | 1138 | 417 | 389 | 34 | 4.4E-04 | 53 |
| R11P | 74 | 1047 | 485 | 460 | 56 | 5.9E-06 | 50 |
| **Human FISH – IMR90 cells – FLAG Tag** | | | | | | | |
| WT | 53 | 1080 | 354 | 324 | 0 | 1.0E+00 | 40 |
| Δ1-12 | 148 | 977 | 481 | 478 | 36 | 4.9E-03 | 39 |
| **Human FISH – MDA-MB-453 cells** | | | | | | | |
| WT | 33 | 745 | 296 | 293 | 0 | 1.0E+00 | 49 |
| ΔR3 | 42 | 740 | 341 | 315 | 15 | 1.9E-01 | 45 |
| R11A | 97 | 793 | 362 | 338 | 22 | 1.7E-02 | 60 |
| ΔR3R11A | 46 | 764 | 388 | 399 | 31 | 5.9E-03 | 35 |

# Supplementary material for: Evolution of histone 2A for chromatin compaction in eukaryotes
**Source:** eLife. 2014 Jun 17;3:e02792. doi: 10.7554/eLife.02792
**Supplement:** Supplementary file 5. — Table of human nuclear area results. DOI: http://dx.doi.org/10.7554/eLife.02792.022

**Supplementary file 5**

Human Nuclear Area Data

| **Human nuclear area - IMR90 cells - HA Tag** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **IMR90** | **µm^2^** | | | **% change** | **p-value** | **No. cells** |
|  | **Minimum** | **Maximum** | **Mean** |  |  |  |
| WT | 52 | 179 | 99 | 0 | 1.0E+00 | 93 |
| ΔR3 | 73 | 372 | 142 | 43 | 1.3E-08 | 42 |
| R11K | 69 | 182 | 113 | 14 | 1.2E-03 | 64 |
| R11A | 64 | 239 | 121 | 22 | 5.6E-07 | 121 |
| ΔR3R11A | 63 | 379 | 133 | 34 | 5.9E-04 | 40 |
| R11H | 68 | 184 | 104 | 5 | 6.8E-02 | 67 |
| R11C | 53 | 153 | 98 | -1 | 4.1E-01 | 67 |
| R11P | 50 | 220 | 105 | 6 | 3.4E-01 | 67 |
| **Human nuclear area - IMR90 cells - FLAG Tag** | | | | | | |
| WT | 63 | 223 | 114 | 0 | 1.0E+00 | 50 |
| Δ1-12 | 92 | 240 | 131 | 15 | 2.8E-04 | 57 |
| **Human nuclear area - HEK293 cells** | | | | | | |
| WT | 58 | 158 | 96 | 0 | 1.0E+00 | 52 |
| ΔR3 | 65 | 161 | 106 | 10 | 7.0E-03 | 60 |
| R11A | 68 | 231 | 116 | 21 | 4.4E-05 | 65 |
| ΔR3R11A | 76 | 251 | 121 | 26 | 4.6E-07 | 52 |
| **Human nuclear area - MDA-MB-453 cells** | | | | | | |
| WT | 57 | 137 | 92 | 0 | 1.0E+00 | 36 |
| ΔR3 | 67 | 165 | 103 | 12 | 3.0E-02 | 34 |
| R11A | 92 | 172 | 132 | 43 | 4.8E-11 | 33 |
| ΔR3R11A | 78 | 154 | 111 | 21 | 3.1E-05 | 33 |

How the deposited data were processed for this re-analysis (not part of the article)

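Gene expression was measured in 5 yeast strains on 11 one-colour Affymetrix Yeast Genome 2.0 arrays, with 3 arrays of WT and 2 arrays each of R11, K11, ΔS15 and R11ΔS15. As deposited by the authors, the values are MAS5 signal intensities on a linear scale, for which a core facility labelled and hybridized poly(A) RNA and applied the manufacturer's background correction, summary of probes and scaling. The version of MAS5 is not stated in the labels or in the paper's text, and the deposited values hold no detection calls. Without the lowest and highest 2% of values, the mean of each array was 500.2 to 500.3, so that the scaling of the authors was already in the values and none was added.

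Probe sets were assigned to genes and positions with the reference tables for this array and the R64 assembly. Of 10928 probe sets, 213 were array controls, 5498 had an S. cerevisiae gene and 1747 an S. pombe gene. The background was the 95th percentile of the mean log2 signal of the S. pombe probe sets, a signal of 5.10. Each of the 5415 genes tested was represented by its probe set with the highest mean signal. The number of arrays limits the precision of every comparison.

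Log2 signals were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per strain over all 11 arrays (6 residual degrees of freedom) and moderated variances with a trend on the mean signal. Each mutant was compared with WT, R11ΔS15 with ΔS15, R11 with K11, and the effect of R11 without serine 15 with its effect in the presence of serine 15. Benjamini-Hochberg adjustment covered the tested genes of a comparison, with a threshold of 0.05. Genes that differed 2-fold or more were counted without a test. The fit was tested on simulated data with 200 changed genes and independent arrays. Correlations between strains are Pearson correlations of the mean signals as deposited, over all probe sets except the controls.

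The 47 gene lists were written from general knowledge of yeast genes, and 46 had tested members. Lists and chromosomes were tested with limma's camera at its preset correlation of 0.01, with an estimated correlation and fry as alternatives, adjusted over the lists or chromosomes of a comparison. Over-representation among the 2-fold genes was tested with one-sided Fisher's exact tests over the tested genes; for chromosomes and their ends, this test was added to those fixed beforehand. The genes named in the text are up to 5 in each direction that changed 2-fold or more without overlap of the arrays, where none passed the test, the histone genes and the genes named in the paper, and of each list past its test the members with the largest change in its direction. Apart from what is named here as added, the tests, lists, alternatives and this rule were fixed before the data were examined. HHF2 and TRP1 had no tested probe set.

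The alternatives were an offset of 50 before the log2, quantile normalization, centring of each array, other filters on dim or shared probe sets, leaving out each array, the replicate number as a block, array weights, a fit without the trend or with only the strains compared, and other scales of the correlation. A term for the spike-in batch, leaving out the genes of chromosome IX, and leaving out the 2 arrays with raised chromosome IX were added after the data had been seen. Replicate numbers were not used to pair arrays in the reported fit, since the labels give no batch. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.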

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

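Of the tests below, those for extra copies of chromosome IX and for a WT array with the chromosome IX level of the ΔS15 strains were set before the result was seen, and the tests of scaling, of serine 15, of exchanged labels, of the raised chromosome IX and of the spike-in batch were chosen only after the result was seen.

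The genes of chromosome IX gave a signal that the paper does not report: their median was 0.76 above the median array on ΔS15 replicate 1 and 0.74 on R11ΔS15 replicate 2, and against WT it was 0.39 in both ΔS15 and R11ΔS15. The test of scaling could not decide: the largest median of another chromosome on these arrays was 0.0317 in size. Each median was taken relative to that of all tested genes of its array, which removes any factor shared by all genes, also from chromosome IX. A WT array with the raised level is argued against by the range of 0.0386 over the WT arrays. The deletion of serine 15 in itself is argued against by the median of -0.034 on ΔS15 replicate 2. Extra copies of chromosome IX in these cultures may account for it, since the smallest median of 5 segments of the chromosome in the comparisons with WT was 0.33. Exchanged labels of ΔS15 replicate 2 and R11ΔS15 replicate 2 stay open: outside chromosome IX, the mean squared difference between the arrays that share the chromosome IX level was 0.790 times that between the arrays that share a label, but extra copies could themselves make these arrays alike. With an estimated correlation the adjusted p for chromosome IX was 0.990 in ΔS15 and 0.978 in R11ΔS15, and without ΔS15 replicate 1 or R11ΔS15 replicate 2 the medians were 0.017 and -0.012.

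In R11ΔS15 and ΔS15, the medians of ribosome biogenesis genes were lower and those of stress genes higher than in WT, by camera with the preset correlation only: with an estimated correlation the adjusted p was 0.272 and 0.115 in R11ΔS15 and at least 0.709 in ΔS15. In R11ΔS15, the raised chromosome IX of replicate 2 is argued against as the cause by replicate 1, which lacks it and had a ribosome biogenesis median of -0.32 against the WT mean, though this rests on 1 array. In ΔS15 it stays open for ribosome biogenesis: replicate 1, with raised chromosome IX, had -0.29, and replicate 2, without it, had -0.083. K11 replicate 2, which has serine 15, had -0.10, so that the lower level in ΔS15 rests on replicate 1. The stress medians of these ΔS15 arrays were 0.11 and 0.15. With the spike-in batch as a term the ribosome biogenesis median was -0.27 in R11ΔS15 and -0.097 in ΔS15. The batch and the strain cannot be told apart for either list, since only WT replicate 3 links the sets, and the adjusted p of 0.0318 of the stress response in R11ΔS15 in that fit (limma's camera with an estimated correlation) rests on this array alone. The ratio of the signals at the 3′ and 5′ ends of ACT1, 1.04 to 1.11 in the set of WT replicate 3 and 1.26 to 1.35 in the other, splits the arrays in the same way and stays open with the batch. The ribosome biogenesis median of -0.045 on WT replicate 3 leaves the deletion of serine 15 together with R11 open as well.

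Correlations were lower between strains with serine 15 and strains without it. On the signal scale, WT replicate 3, the WT array in the spike-in set of the ΔS15 strains, correlated with their arrays at 0.9907 or more and with the other WT arrays at 0.9901 or less, but also with K11 replicate 2 at 0.9915. On the log2 scale over the tested genes this order did not hold, with 0.985 for ΔS15 replicate 1 and 0.988 for WT replicate 2, although WT replicate 1, at 0.981, lay below all 4 arrays of the ΔS15 strains. The deletion of serine 15 and the spike-in batch cannot be told apart here, since only WT replicate 3 links the sets and its order changes with the scale. Whether WT replicate 3 and ΔS15 replicate 2, the closest of all pairs of arrays, both carry the right label also stays open. With their labels exchanged, the mean squared difference between arrays of 1 strain outside chromosome IX was 0.998 times that with the labels as given. This test could not decide, since exchanging 2 arrays that are so alike changes the differences little whichever label is right. A single wrong label was not tested. Arrays of WT, R11 and K11 with the same replicate number correlated at 0.997 to 0.999, also above every pair of arrays of 1 strain. Such closeness across strains therefore does not by itself point to a wrong label. Every comparison of ΔS15 or R11ΔS15 with WT, and the fit with the batch as a term, takes WT replicate 3 as WT.

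Between the effect of R11 without serine 15 and its effect with serine 15, 11 gene lists passed a test of the difference itself (camera of limma with the preset correlation). With an estimated correlation in limma's camera 0 of them passed, and the smallest adjusted p was 0.681. With the spike-in batch as a term, 5 of the 11 passed in the same direction with the preset correlation. The median over the genes of a list of the difference between the effects was -0.086 for cytosolic ribosomal proteins and -0.11 for ribosome biogenesis. It was 0.12 for the general stress response, -0.092 for pyrimidine synthesis and -0.083 for glycolysis and fermentation. For the tricarboxylic acid and glyoxylate cycles it was 0.089, and for oxidative phosphorylation 0.088. The iron regulon and the G1/S genes had 0.10 each, cell wall proteins -0.059 and multidrug and oxidative stress -0.054. Leaving out 1 array turned the direction of 7 of these lists: glycolysis and fermentation to 0.0075 without WT replicate 3, the tricarboxylic acid and glyoxylate cycles to -0.0060 without R11 replicate 1, the iron regulon to -0.025 without ΔS15 replicate 1, oxidative phosphorylation to -0.0056 and multidrug and oxidative stress to 0.040 without ΔS15 replicate 2, and pyrimidine synthesis to 0.0094 and G1/S genes to -0.024 without R11ΔS15 replicate 2. Ribosome biogenesis had -0.031 without ΔS15 replicate 2, cytosolic ribosomal proteins -0.035 and the stress response 0.074 without WT replicate 3, and cell wall proteins -0.011 without R11ΔS15 replicate 2. With other single arrays left out, the medians of these lists reached -0.21, -0.12, 0.20 and -0.15 in the same order.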

How the results depend on the processing

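The spike-in batch as a term and leaving out chromosome IX, as genes or as arrays, were tests chosen only after the result was seen; the other alternatives were planned. No gene passed limma's test in any comparison under quantile normalization, centring, the filters, array weights, a fit without the trend, the spike-in batch as a term or without chromosome IX. A value of a named gene counted as kept where it stayed on its side of the threshold. A turn of its direction counted only where the value moved by more than its standard error. None of these values passed in the reported fit. A value that shrank without turning therefore still counted as kept, and the counts below do not measure how stable the sizes were. Of 181 values, 181 were kept under an offset of 50, array weights and centring and 180 under quantile normalization. The number was 170 with the spike-in batch as a term, 165 without WT replicate 3 and 157 with the replicate number as a block. In these last 2, 15 and 23 values gained a call, all against WT in ΔS15 or R11ΔS15, where strain and spike-in set then coincide. Of 51 calls of gene lists, 50 remained without the genes of chromosome IX, 30 under quantile normalization and 30 with the spike-in batch as a term. The stricter filter left 173 of the 181 values, leaving out shared probe sets 168 and leaving out chromosome IX genes 179. Dim signals limit the 2-fold counts: without the filter on dim probe sets they were larger in each comparison. The cause was not tested for the changes below, apart from those that follow from fewer arrays or fewer probe sets.

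With an estimated correlation in camera, the values were 0 gene lists past camera in R11 vs WT, K11 vs WT, ΔS15 vs WT, R11ΔS15 vs WT, R11ΔS15 vs ΔS15, R11 vs K11 and the difference of effects, chromosomes past camera numbered 0 in ΔS15 vs WT and 0 in R11ΔS15 vs WT, chromosome IX in ΔS15 vs WT at 0.39 and chromosome IX in R11ΔS15 vs WT at 0.39. With fry, the values were 0 gene lists past fry in R11 vs WT, K11 vs WT, ΔS15 vs WT, R11ΔS15 vs WT, R11ΔS15 vs ΔS15, R11 vs K11 and the difference of effects, chromosomes past fry numbered 0 in ΔS15 vs WT and 0 in R11ΔS15 vs WT, chromosome IX in ΔS15 vs WT at 0.39 and chromosome IX in R11ΔS15 vs WT at 0.39. With log2(signal + 50), the values were genes past 2-fold numbered 0 in R11 vs WT, 0 in K11 vs WT, 0 in ΔS15 vs WT, 2 in R11ΔS15 vs WT, 0 in R11ΔS15 vs ΔS15 and 0 in R11 vs K11 and a lowest strain correlation of 0.997. With quantile normalization between arrays, the values were genes past 2-fold numbered 0 in R11ΔS15 vs ΔS15, gene lists past camera numbered 0 in R11 vs WT, 1 in K11 vs WT and 3 in R11 vs K11, HTA1 in R11ΔS15 vs ΔS15 at 0.014, 0 core histone results past the test over the list alone and glycolysis and fermentation in the difference of effects at 0.0022. With each array centred on its median, the values were 1 core histone results past the test over the list alone. With no filter on dim probe sets, the values were genes past 2-fold numbered 21 in R11 vs WT, 16 in K11 vs WT, 25 in ΔS15 vs WT, 22 in R11ΔS15 vs WT, 14 in R11ΔS15 vs ΔS15 and 20 in R11 vs K11. With a stricter filter on dim probe sets, the values were genes past 2-fold numbered 1 in R11 vs WT, 0 in K11 vs WT and 0 in R11 vs K11. Without probe sets whose suffix marks shared or mixed probes, the values were HTA2 in K11 vs WT at 0.041, HTA2 in R11ΔS15 vs ΔS15 at 0.11 and 0 core histone results past the test over the list alone. With the replicate number as a block, the values were genes past the adjusted p numbered 173 in ΔS15 vs WT and 343 in R11ΔS15 vs WT, genes past 2-fold numbered 7 in K11 vs WT, 36 in ΔS15 vs WT and 44 in R11ΔS15 vs WT, gene lists past camera numbered 4 in R11 vs WT, 4 in R11 vs K11 and 5 in the difference of effects, GPD2 in K11 vs WT at -0.023, 4 core histone results past the test over the list alone, cytosolic ribosomal proteins in R11 vs WT at -0.030, glycolysis and fermentation in K11 vs WT at -0.021 and glycolysis and fermentation in the difference of effects at 0.0075. With only the strains compared in the fit, the values were 0 core histone results past the test over the list alone. With eBayes without trend, the values were 0 core histone results past the test over the list alone. With the spike-in batch as a term, the values were genes past 2-fold numbered 7 in K11 vs WT and 4 in ΔS15 vs WT, gene lists past camera numbered 7 in R11 vs WT and 6 in the difference of effects, GPD2 in K11 vs WT at -0.023, HHO1 in ΔS15 vs WT at 0.11, PGK1 in ΔS15 vs WT at 0.049, LEU2 in ΔS15 vs WT at 0.20, RPL36A in ΔS15 vs WT at 0.065, SSA3 in ΔS15 vs WT at -0.10, MUP1 in ΔS15 vs WT at -0.069, GPD2 in ΔS15 vs WT at 0.19, NDI1 in ΔS15 vs WT at -0.079, RPL36A in R11ΔS15 vs WT at 0.074, GPD2 in R11ΔS15 vs WT at 0.31, cytosolic ribosomal proteins in R11 vs WT at -0.030, glycolysis and fermentation in K11 vs WT at -0.021, cytosolic ribosomal proteins in ΔS15 vs WT at 0.012, glycolysis and fermentation in ΔS15 vs WT at 0.0015 and glycolysis and fermentation in the difference of effects at 0.0075. Without the 2 arrays with raised chromosome IX, the values were genes past 2-fold numbered 31 in R11ΔS15 vs ΔS15, URA3 in ΔS15 vs WT at 0.045, MET28 in ΔS15 vs WT at -0.012, HHT1 in R11ΔS15 vs WT at -0.11, HHT1 in R11ΔS15 vs ΔS15 at -0.18, HHT2 in R11ΔS15 vs ΔS15 at -0.13, FET3 in R11ΔS15 vs ΔS15 at -0.43, FIT2 in R11ΔS15 vs ΔS15 at -0.35, oxidative phosphorylation in ΔS15 vs WT at -0.0044, iron regulon in R11ΔS15 vs ΔS15 at -0.14, G1/S cell cycle genes in R11ΔS15 vs ΔS15 at -0.087, pyrimidine in the difference of effects at 0.034, iron regulon in the difference of effects at -0.16, G1/S cell cycle genes in the difference of effects at -0.0063 and cell wall integrity and cell wall proteins in the difference of effects at 0.027. With the ratio of arithmetic mean signals, the values were genes past 2-fold numbered 4 in ΔS15 vs WT and 2 in R11 vs K11. With correlations of the log2 signal, the values were a lowest strain correlation of 0.977. With Spearman correlations, the values were a lowest strain correlation of 0.949.

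When each array was left out in turn, the genes past the adjusted p numbered 0 to 1 in R11 vs WT, 0 to 38 in ΔS15 vs WT and 0 to 128 in R11ΔS15 vs WT, the genes past 2-fold numbered 5 to 13 in R11 vs WT, 4 to 15 in K11 vs WT, 4 to 75 in ΔS15 vs WT, 4 to 88 in R11ΔS15 vs WT, 1 to 10 in R11ΔS15 vs ΔS15 and 4 to 16 in R11 vs K11, the gene lists past camera numbered 2 to 9 in R11 vs WT, 4 to 13 in K11 vs WT, 8 to 19 in R11ΔS15 vs WT, 5 to 14 in R11ΔS15 vs ΔS15, 7 to 18 in R11 vs K11 and 6 to 14 in the difference of effects, and the chromosomes past camera numbered 0 to 1 in ΔS15 vs WT, 0 to 1 in R11ΔS15 vs WT, 0 to 1 in R11ΔS15 vs ΔS15 and 0 to 2 in the difference of effects. The core histone results past the test over the list alone numbered 0 to 4, and the lowest strain correlation was 0.985 to 0.991. The highest counts past the adjusted p in ΔS15 and R11ΔS15 were those without WT replicate 3, and R11 had 1 gene without R11 replicate 2. The replicate block sets aside WT replicate 3, which has no partner. A strain left with 1 array is assumed to vary like the other strains. List and chromosome medians ranged over -0.030 to 0.054 for cytosolic ribosomal proteins in R11 vs WT, -0.021 to 0.12 for glycolysis and fermentation in K11 vs WT, -0.0044 to 0.20 for oxidative phosphorylation in ΔS15 vs WT, -0.0016 to 0.18 for tricarboxylic acid and glyoxylate cycles in R11ΔS15 vs ΔS15, -0.051 to 0.16 for oxidative phosphorylation in R11ΔS15 vs ΔS15, -0.053 to 0.30 for iron regulon in R11ΔS15 vs ΔS15, -0.062 to 0.14 for G1/S cell cycle genes in R11ΔS15 vs ΔS15, -0.028 to 0.078 for amino acid biosynthesis in R11 vs K11, -0.14 to 0.055 for tricarboxylic acid and glyoxylate cycles in R11 vs K11, -0.24 to 0.019 for seripauperin and cell wall mannoproteins of anaerobic growth in R11 vs K11, -0.15 to 0.0094 for pyrimidine in the difference of effects, -0.12 to 0.0075 for glycolysis and fermentation in the difference of effects, -0.0060 to 0.20 for tricarboxylic acid and glyoxylate cycles in the difference of effects, -0.0056 to 0.17 for oxidative phosphorylation in the difference of effects, -0.025 to 0.32 for iron regulon in the difference of effects, -0.024 to 0.19 for G1/S cell cycle genes in the difference of effects, -0.10 to 0.040 for multidrug and oxidative stress in the difference of effects, 0.017 to 0.76 for chromosome IX in ΔS15 vs WT and -0.012 to 0.80 for chromosome IX in R11ΔS15 vs WT. Log2 fold changes, which for HTA2, HHF1 and HXT17 are those of shared or mixed probe sets and cannot be credited to these genes alone, ranged over -0.12 to 0.050 for HTA2 in R11 vs WT, -0.13 to 0.066 for HTB2 in R11 vs WT, -0.14 to 0.29 for HHT1 in R11 vs WT, -0.19 to 0.078 for HHF1 in R11 vs WT, -0.17 to 0.27 for CSE4 in R11 vs WT, -0.092 to 0.17 for NUP49 in R11 vs WT, -0.20 to 0.15 for HHT1 in K11 vs WT, -0.25 to 0.27 for CSE4 in K11 vs WT, -0.15 to 0.19 for HHO1 in K11 vs WT, -0.11 to 0.22 for NUP49 in K11 vs WT, -0.065 to 0.16 for PGK1 in K11 vs WT, -0.44 to 1.55 for HSP30 in K11 vs WT, -0.27 to 1.01 for SPI1 in K11 vs WT, -0.023 to 0.57 for GPD2 in K11 vs WT, -0.61 to 0.045 for URA3 in ΔS15 vs WT, -0.012 to 1.23 for MET28 in ΔS15 vs WT, -0.11 to 0.20 for HHT1 in R11ΔS15 vs WT, -0.26 to 0.033 for HHF1 in R11ΔS15 vs WT, -0.48 to 0.71 for LEU2 in R11ΔS15 vs WT, -0.22 to 0.48 for HHT2 in R11ΔS15 vs ΔS15, -0.19 to 0.10 for HHF1 in R11ΔS15 vs ΔS15, -0.28 to 0.080 for HIS3 in R11ΔS15 vs ΔS15, -0.54 to 0.12 for URA3 in R11ΔS15 vs ΔS15, -0.38 to 0.81 for LEU2 in R11ΔS15 vs ΔS15, -0.31 to 0.98 for FET3 in R11ΔS15 vs ΔS15, -0.089 to 0.74 for FIT2 in R11ΔS15 vs ΔS15, -0.12 to 0.32 for HHT1 in R11 vs K11, -0.15 to 0.12 for HHF1 in R11 vs K11, -0.22 to 0.30 for CSE4 in R11 vs K11, -0.16 to 0.18 for HHO1 in R11 vs K11, -0.18 to 0.15 for NUP49 in R11 vs K11, -0.11 to 0.71 for ARG3 in R11 vs K11, -0.64 to 0.24 for MLS1 in R11 vs K11 and -0.76 to 0.0017 for HXT17 in R11 vs K11.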

Differences from the paper's values

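None of the correlations in Fig. 6A, and not the lower limit stated in the paper's text, differed from the values given here for the signals as deposited. On the signals as deposited, the lowest of the 10 strain correlations was between R11 and R11ΔS15, with an SD of 0.00362 between its array pairs. The lowest correlation fell below the paper's limit of 0.99 by more than this SD with log2 signals (0.977) and with Spearman correlations (0.949). It also did so without ΔS15 replicate 2 (0.9857) and without R11ΔS15 replicate 1 (0.9853). With log2 signals, with Spearman correlations and without ΔS15 replicate 2, other strain pairs were lowest, so that the SD is not theirs. At the 2 digits of the paper's limit, 0.977 and 0.949 are below it, while 0.9857 and 0.9853 round to it. It fell below the limit by less than this SD over the S. cerevisiae probe sets (0.9881), over the tested probe sets (0.9880), without WT replicate 3 (0.9882), without R11 replicate 1 (0.98998), without R11 replicate 2 (0.9865) and without K11 replicate 2 (0.9866).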

Other observations

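Apart from the spike-in batch as a term and leaving out the 2 arrays with raised chromosome IX, no test below was chosen only after the result was seen. R11ΔS15 and ΔS15, which differ by the inserted arginine, showed 7 gene lists past camera with the preset correlation and 0 with an estimated correlation. Ribosome biogenesis was on the lower side in R11ΔS15 for 107 of 113 genes (median log2 fold change -0.15, MAK16 at -0.43 and DBP7 at -0.39), as were the cytosolic ribosomal proteins for 110 of 128 (median -0.059). On the higher side were 40 of 50 genes of the general stress response (median 0.13, TMA10 at 0.61), 23 of 27 genes of the iron regulon (median 0.13), 30 of 35 genes of oxidative phosphorylation, 17 of 22 of the tricarboxylic acid and glyoxylate cycles and 24 of 35 G1/S genes. Leaving out 1 array turned 4 of these medians: the iron regulon to -0.053 without ΔS15 replicate 1, oxidative phosphorylation to -0.051 without ΔS15 replicate 2, the tricarboxylic acid and glyoxylate cycles to -0.0016 without R11ΔS15 replicate 1 and G1/S genes to -0.062 without R11ΔS15 replicate 2. The ribosome biogenesis median was -0.053 without ΔS15 replicate 2, with MAK16 at -0.29 and DBP7 at -0.17, and -0.25 without ΔS15 replicate 1. The cytosolic ribosomal proteins lost the call without ΔS15 replicate 1 (limma's camera, adjusted p = 0.120) and the stress response without ΔS15 replicate 2 (0.381). Without the 2 arrays with raised chromosome IX, another alternative added after the data had been seen, the iron regulon had -0.14 and G1/S genes -0.087. The smallest adjusted p with an estimated correlation was 0.215, for the stress response. With the spike-in batch as a term, an alternative added after the data had been seen, the stress response and the ribosomal proteins had an adjusted p of 0.0445 with an estimated correlation in limma's camera. Both strains are in the same spike-in set, so that this term leaves their difference unchanged and alters only the residual variation. The comparison takes the labels of ΔS15 replicate 2 and R11ΔS15 replicate 2 as given, although an exchange stays open.

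R11 and K11, which differ by arginine or lysine at the inserted position, had 8 lists past camera with the preset correlation and 0 with an estimated correlation (smallest adjusted p = 0.521 in limma's camera). Fewer lists passed with the replicate number as a block, as given above. In R11 the general stress response was on the lower side for 40 of 50 genes (median -0.079), the hexose transporters for 12 of 16 (median -0.13, HXT5 at -0.70) and meiosis and sporulation genes for 32 of 47 (median -0.075). All 7 a-specific genes and 43 of 62 genes of amino acid biosynthesis (ARG1 at 0.40) were on the higher side. Amino acid biosynthesis turned to -0.028 without R11 replicate 2, with ARG1 at 0.24, and to -0.0090 without K11 replicate 1. The hexose transporters had -0.015 without K11 replicate 2 and -0.058 without R11 replicate 1, with the call lost in both. The stress response lost the call without K11 replicate 2 or R11 replicate 2, the a-specific genes without K11 replicate 2 or either R11 array, and meiosis and sporulation without K11 replicate 1 or either R11 array. No gene passed limma's test between R11 and K11, with 12 genes at an unadjusted p under 0.05, or between R11ΔS15 and ΔS15, with 23. Chance alone would give 271 in each, so that the lack of calls cannot be read as an absence of change.

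HIS3, the marker on the plasmid that carries H2A, had a signal of 9818 ± 503 (SD, n = 3) in WT and 7513 ± 229 (SD, n = 2) in R11, a log2 fold change of -0.39, with -0.16 in K11, -0.24 in ΔS15 and -0.34 in R11ΔS15. With 1 array left out it had -0.077 without K11 replicate 1 and -0.24 without K11 replicate 2 in K11, -0.071 without ΔS15 replicate 1 and -0.41 without ΔS15 replicate 2 in ΔS15, and -0.52 without R11ΔS15 replicate 1 and -0.16 without R11ΔS15 replicate 2 in R11ΔS15. It did not pass limma's test in any mutant.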
